# RNA-Seq Analysis of Microglia Reveals Time-Dependent Activation of Specific Genetic Programs following Spinal Cord Injury

**DOI:** 10.3389/fnmol.2017.00090

**Published:** 2017-04-03

**Authors:** Harun N. Noristani, Yannick N. Gerber, Jean-Charles Sabourin, Marine Le Corre, Nicolas Lonjon, Nadine Mestre-Frances, Hélène E. Hirbec, Florence E. Perrin

**Keywords:** spinal cord injuries, microglia, RNA sequencing, DNA damage, BRCA1, non-human primate

## Abstract

Neurons have inherent competence to regrow following injury, although not spontaneously. Spinal cord injury (SCI) induces a pronounced neuroinflammation driven by resident microglia and infiltrating peripheral macrophages. Microglia are the first reactive glial population after SCI and participate in recruitment of monocyte-derived macrophages to the lesion site. Both positive and negative influence of microglia and macrophages on axonal regeneration had been reported after SCI, raising the issue whether their response depends on time post-lesion or different lesion severity. We analyzed molecular alterations in microglia at several time-points after different SCI severities using RNA-sequencing. We demonstrate that activation of microglia is time-dependent post-injury but is independent of lesion severity. Early transcriptomic response of microglia after SCI involves proliferation and neuroprotection, which is then switched to neuroinflammation at later stages. Moreover, SCI induces an autologous microglial expression of astrocytic markers with over 6% of microglia expressing glial fibrillary acidic protein and vimentin from as early as 72 h post-lesion and up to 6 weeks after injury. We also identified the potential involvement of DNA damage and in particular tumor suppressor gene *breast cancer susceptibility gene 1* (*Brca1*) in microglia after SCI. Finally, we established that BRCA1 protein is specifically expressed in non-human primate spinal microglia and is upregulated after SCI. Our data provide the first transcriptomic analysis of microglia at multiple stages after different SCI severities. Injury-induced microglia expression of astrocytic markers at RNA and protein levels demonstrates novel insights into microglia plasticity. Finally, increased microglia expression of BRCA1 in rodents and non-human primate model of SCI, suggests the involvement of oncogenic proteins after CNS lesion.

## Introduction

Spinal cord injury (SCI) is a devastating condition with clinical symptoms that depend on both the anatomical level of the injury and the severity of the lesion. SCI triggers microglia activation, peripheral macrophages and neutrophil infiltration that together govern neuroinflammation after central nervous system (CNS) injury (David and Kroner, 2011). Microglia, the main immune cells of the CNS, are the first responsive glial cells after SCI (Tian et al., 2007) and participate in recruitment of monocyte-derived macrophages to the lesion site (David and Kroner, 2011). Microglia and monocytes have myelomonocytic origin that may explain their common expression of surface receptors and signaling molecules (Schmitz et al., 2009; Kettenmann et al., 2011).

Although activation of microglia/macrophages promotes inflammation and tissue damage after SCI, these cells may also have neuroprotective actions (David and Kroner, 2011). In particular, microglia play major roles in the phagocytosis of cellular debris (Perrin et al., 2005) and express neurotrophic factors (Lambertsen et al., 2009) that account for their beneficial effects after SCI (Mukaino et al., 2010). Similarly, other studies have reported both positive (Shechter et al., 2009) and negative (Popovich et al., 1999) influence of infiltrating monocyte-derived macrophages on functional recovery after SCI. Together, these studies highlight positive and negative influence of CNS resident microglia and peripheral infiltrating macrophages after SCI. However, whether these dual roles are due to differences in time post-injury, lesion severity or both remains unclear and the precise molecular mechanisms that control the positive and negative roles of activated microglia post-injury are poorly understood.

When studying microglia it is important to take into account other closely related cells such as macrophages, monocytes and dendritic cells. This is particularly important in CNS trauma, in which destruction of the blood-CNS barrier induces infiltration of inflammatory cells. Microglia prominently express a Gαi-coupled seven-transmembrane receptor, the chemokine receptor CX3CR1. The generation of CX3CR1^eGFP^ transgenic mice, which express enhanced Green Fluorescent Protein (eGFP) downstream of the *Cx3cr1* promoter, provided a powerful research tool to potentially isolate microglia using techniques such as flow cytometry (Jung et al., 2000; Wolf et al., 2013). Importantly, CX3CR1 is also expressed in circulating monocytes and resident macrophages (Jung et al., 2000; Gautier et al., 2012). However, recent studies have revealed additional markers, including Ly6C, which can be used, at least partially, to distinguish microglia from these additional cell types (Chiu et al., 2013; Butovsky et al., 2014; Gosselin et al., 2014; Bennett et al., 2016).

Transcriptomic analyses of microglia at multiple time-points after different lesion severities provide a powerful approach to reveal their exact molecular involvements in SCI pathophysiology. Recent findings, including our own, using gene expression profiling in microglia have unveiled novel insights into their contribution in multiple neuropathologies (Olah et al., 2012; Parakalan et al., 2012; Beutner et al., 2013; Chiu et al., 2013; Hickman et al., 2013; Noristani et al., 2015b). To this end, using cell-specific microarrays in CD11b^+^ microglia, we recently identified DNA damage pathway and in particular the tumor suppressor gene *breast cancer susceptibility gene 1* (*Brca1*) upregulation in an animal model of amyotrophic lateral sclerosis (ALS) (Noristani et al., 2015b). Furthermore, we identified BRCA1 as a novel human microglial marker and demonstrated its specific over-expression in ALS microglia within the spinal cord (Noristani et al., 2015b).

Although rodents are routinely used to study SCI pathophysiology, there are significant differences in neuroanatomical organization and neurophysiological features between rodents and primates that is a major obstacle in translation to clinics (Courtine et al., 2007; Friedli et al., 2015). In a recent study, using contusive SCI in common marmosets (*Callithrix jacchus*), analysis of changes in gene expression established that the inflammatory response is prolonged and the glial scar formation is delayed in non-human primates as compared to rodents (Nishimura et al., 2014). Indeed, expression levels of cytokines and immune cell markers that were maximal at 1 week after injury decreased by 2 weeks post-SCI concomitant with the onset of glial scar formation (Nishimura et al., 2014). Thus, in order to improve translational research, experimental findings in rodents need to be compared with those seen in non-human primate models of SCI.

In the current study, we used CX3CR1^+/eGFP^ transgenic mice and flow cytometry to isolate microglia at several stages after different lesion severities and carried out RNA sequencing (RNA-Seq) on the isolated cells. We analyzed the transcriptomic signature of microglia after hemisection (HS) and full transection (FT) at 3, 7, and 14 days following lesion relative to that of non-injured (NI) controls. We chose these two SCI models to study microglia responses in environments with different regeneration capacity; namely FT that shows no regeneration and lateral HS because limited spontaneous regeneration does occur between 3 days and 2 weeks post-lesion due to the presence of spared tissue (Lee and Lee, 2013). Our results revealed distinct transcriptional deregulation in microglia that is primarily driven by time post-lesion, irrespective of lesion severity. Strikingly, we also found that following SCI over 6% of microglia express classical astrocytic markers including glial fibrillary acidic protein (GFAP) and vimentin. Microglia expression of astrocytic markers was evident as early as 72 h, peaking by 1 week post-lesion and continued up to 6 weeks after both HS and FT SCI. We also identified the potential involvement of DNA damage pathway and BRCA1 in microglia following SCI. Finally, we extended these results to spinal cord injured non-human primate and confirmed an alteration of BRCA1 expression specifically in microglia after SCI. These data represent the first transcriptomic analysis of microglia at multiple time-points after different spinal cord lesion severities and thus provide novel insights into the response profile of these cells following SCI.

## Materials and methods

### Ethical approval

Experimental procedures followed the European legislative, administrative and statutory measures for animal experimentation (2010/63/EU). The study was approved by the “Direction des Services Vétérinaires de l'Hérault,” the regional ethic committee for animal experimentation, France and the “Ministère de l'éducation nationale, l'enseignement supérieur et de la recherche” (authorization number 34118 for mice and CEEA-LR-12142 for non-human primates).

### Experimental procedures

Transgenic mice expressing eGFP in CNS resident microglia and peripheral monocytes (CX3CR1^+/GFP^) were obtained from Dr. Dan Littman, Howard Hughes Medical Institute, Skirball Institute, NYU Medical Centre, New York, USA and maintained on a C57BL/6 background (The Jackson Laboratory, Bar Harbor, ME, USA) (Jung et al., 2000). Mice were housed in controlled conditions (hygrometry, temperature and 12 h light/dark cycle). Five adult male gray mouse lemurs (*Microcebus murinus*, 2 years of age) were also used in the current study. *Microcebus murinus* were all born and bred in the animal facility (CECEMA, University of Montpellier, France). *Microcebus murinus* were housed together in cages (2 × 1 × 1 m, 3 lemurs per cage) until surgery, and then separately (60 × 60 × 50 cm) for 1 week following injury before they were returned to their original cages. All cages were equipped with wooden nests. *Microcebus murinus* were kept at standard temperature (24–26°C) and relative humidity (55%) and fed with fresh fruits and a daily-made mixture of cereals, milk and eggs. Water and food were given *ad libitum*. Twenty-four hours after surgery *Microcebus murinus* were given flour worm to increase their protein intake.

### Spinal cord injury

Adult heterozygote CX3CR1^+/GFP^ mice (12 weeks of age) were anesthetized by inhalation of 1.5% isoflurane gas; laminectomy was performed and lateral (HS) or (FT) were carried out under microscope using a micro knife [10315-12, Fine Science Tools (FST)], as previously described (Noristani et al., 2015a, 2016). Lesions were done at thoracic 9 (T9) level to obtain complete paraplegia (FT) or hemi paraplegia (HS) while preserving complete respiratory function.

For SCI in *Microcebus murinus*, atropine (0.4–0.6 mg/kg) was administered subcutaneously 15 min prior to the surgery to inhibit salivary and bronchial secretions as well as vagal stimulation. Anesthesia on *Microcebus murinus* was induced with 3–4% of isoflurane and maintained with 1–2% isoflurane and 1 L/min oxygen flow rate throughout the surgery. The skin and muscles overlying the lumbar segment were cut along the back midline and a laminectomy was carried out. Lateral (HS) of the spinal cord was done at lumbar level 1 (L1) under microscope using a micro knife. Muscles and skin were sutured and animals were left to recover on a temperature-controlled pad.

#### Postoperative cares

In mice, bladders were emptied manually twice daily until recovery of full sphincter control (in the case of HS) or throughout the 6 weeks of the study (in case of FT group). Bodyweights were measured before surgery and daily throughout the 6 weeks period after injury.

Lemurs were observed twice daily. Bodyweights were measured daily until stabilization, then once a week. Buprenorphine (0.01 mg/kg/day) and enterofloxacine (5 mg/kg/day) were administered via intramuscular and subcutaneous routes, respectively, for up to 1 week after the injury. Animals were kept for 3 months after lesion.

### Flow cytometry

Flow cytometry was used to obtain microglia populations at multiple stages after both HS and FT in CX3CR1^+/GFP^ mice. We used a 1 cm-segment centered on the lesion site to isolate eGFP^+^ microglia. For non-injured (NI) control mice, an equivalent 1 cm-thoracic segment was used. Male CX3CR1^+/GFP^ mice were anesthetized using tribromoethanol (500 mg/kg) and intracardially perfused with 0.1 M RNAse-free phosphate base saline (PBS, Invitrogen, Carlsbad, USA). Spinal cords were thoroughly dissected in a cocktail of 750 μl PBS, 100 μl of 13 mg/ml trypsin, 100 μl of 7 mg/ml hyaluronidase, 50 μl of 4 mg/ml kinurenic acid (all from Sigma Aldrich, Saint Louis, USA) and 20 μl of 10 mg/ml DNAse I (Roche, Rotkreuz, Switzerland) for 30 min at 37°C. Cell suspension was sieved using 40 μm sieve (BD Biosciences, Franklin Lakes, USA), re-suspended in 0.9 M sucrose and centrifuged for additional 20 min at 750 × g to remove the myelin sheath. Cell pellet was re-suspended in 500 μl of 7AAD (1 μl/ml, Sigma Aldrich, Saint Louis, USA). Microglia were sorted using FACSAria (BD Biosciences, Franklin Lakes, USA), equipped with a 488 nm Laser Sapphire 488–20. Size threshold was used to eliminate cellular debris. Sorted microglia were then centrifuged for 5 min at 700 g and re-suspended in 250 μl of RLT lysis buffer (Qiagen, Maryland, USA) containing 1% beta-mercaptoethanol.

In a parallel experiment designed to better define the selected cell population, we used 2 non-injured mice, 8 mice at 72 h after HS and 7 mice at 1 and 2 weeks following HS. Pelleted cells collected after sucrose gradients (as described above) were re-suspended in PBS, first incubated for 10 min at 4°C with Fc-receptor block CD16/32 antibody (1:100; BD Biosciences, Franklin Lakes, USA) and then 30 min at 4°C with mouse anti-CD11b-PE (1:200; BD Pharmingen, San Diego, USA), CD45-APC (1:200; BD Pharmingen, San Diego, USA), LY6C-PE-Cy7 (1:200; BD Biosciences, Franklin Lakes, USA). FACS analyses were performed using the FACSAria (BD Biosciences, Franklin Lakes, USA). All flow cytometry data were analyzed using the FlowJo Software (Ashland, Oregon, USA).

### RNA sequencing

Total RNA was isolated using the RNeasy Mini Kit, (Qiagen, Maryland, USA) with DNAse treatment. The quality of starting RNA and amplified cRNA were tested (Agilent 2100 bioanalyzer, RNA 6000 Pico LabChip, Palo Alto, USA) and used only when the RNA integrity number (RIN) was >7, as previously described (Kiewe et al., 2009). Total RNA was isolated from mice at 72 h, 1 and 2 weeks post-injury (*n* = 29 for HS and *n* = 48 for FT) and from non-injured (NI) controls (*n* = 38). RNA-Seq was performed on the polyadenylated fraction of RNA using HiSeq 2500 (Ilumina, San Diego, USA). Three biological replicates were used for all time-points including NI control. 10 ng of total RNA was used for each replicate library. FastQC was used to assess sequencing quality control. FASTX-Toolkit was used to remove the reads containing adapter sequences. Filtered reads were mapped with TopHat v2.0.9 software to use the UCSC mm10 release reference on new junctions and known annotations. RSeQC v2.3.3, PicardTools v1.92 and SamTools v.1.18 software were used to verify biological quality control and summarization. HTSeq v.0.5.4p3 was used to prepare the count data. R/Bioconductor edgeR software v.3.3.6 was used to carry out data normalization and differential expression analyses. Genes that achieved 10 counts in at least two replicates were kept, whereas very low expressed genes were filtered out. The filtered data were normalized by the library size and differentially expressed genes were estimated using negative binomial general model statistics. To identify differentially expressed transcripts, we defined a criterion of a 2-fold and greater difference plus a significant (*p* < 0.05) false discovery rate (FDR). Statistics: *t*-test with un-equal variance. The R/Bioconductor MFuzz package v.2.18.0 was used for fuzzy clustering of the differentially expressed genes over time in both HS and FT compared to NI controls. Pathway analysis was performed using MetaCore (Thomson Reuters), as described previously (Noristani et al., 2015b, 2016). Accession number for RNA-Seq data: Gene Expression Omnibus (GE0) GSE96055.

#### Primary antibodies for immunological staining

Primary antibodies used included rabbit anti GFAP (1:1000; Z 0334; Dako, Glostrup, Denmark), mouse anti GFAP (1:1000; G3893; Sigma Aldrich, Saint Louis, USA), chicken anti GFP (1:1000; Ab13970; Abcam; Cambridge, UK), mouse anti vimentin (1:500; V2258-2ML; Sigma Aldrich, Saint Louis, USA), rabbit anti IBA1 (1:1000; 019-19741; Wako Pure Chemical Industries, Osaka, Japan), rabbit anti BRCA1 (1:100, Santa Cruz Biotechnology, Dallas, USA), rabbit anti KI67 (1:500; NCL-Ki67p; Leica, Novocastra, Wetzlar, Germany) and rabbit anti S100 beta (1:1000, (DAKO, Denmark).

### Immunohistochemistry

Hemisected and non-injured control female mice as well as hemisected *Microcebus murinus* were anesthetized via intraperitoneal injection of tribromoethanol (500 mg/kg) or ketamine, respectively and then intracardially perfused using cold 0.1 M PBS followed by 4% paraformaldehyde (PFA, Sigma Aldrich, Saint Louis, USA). Spinal cords were carefully removed and post-fixed for additional 2 h in 4% PFA at room temperature, cryoprotected in 30% sucrose, included in Tissue Tek (Sakura, Alphen aan den Rijn, The Netherlands), frozen and kept at −20°C until processing. Frozen spinal cords were cut either longitudinally (20 μm, mice only) or transversally (14 μm, mice and *Microcebus murinus*) and collected on Superfrost Plus© slides.

For fluorescence immunohistochemistry, slides were washed in 0.1 M PBS and incubated for 20 min in 20 mM lysine (pH 7.2). To block non-specific labeling, sections were incubated for 1 h in 1% bovine serum albumin (BSA, Sigma Aldrich, Saint Louis, USA) and 0.1% Triton X-100 (Fisher Scientific, Illkirch, France). Sections were then incubated in primary antibody for 48 h at 4°C. Slides were then washed in 0.1 M PBS and incubated with secondary antibodies conjugated to Alexa 488, 594, or 633 (1:1000, Vector Laboratories, Burlingame, USA and Millipore Bioscience Research Re-agents, Massachusetts, USA) and with the nuclear stain 4′,6-diamidino-2-phenylindole dihydro-chloride (DAPI, 2 ng/ml, Invitrogen, Massachusetts, USA). Sections were coverslipped using fluorescence mounting medium (DAKO, Denmark).

For peroxidase immunohistochemistry, sections were treated for 30 min in 20 mM lysine followed by incubation in 1% hydrogen peroxide (H_2_O_2_) for 30 min. Sections were blocked for 1 h with 0.1 M PBS containing 1% BSA and 0.1% Triton X-100 and then incubated for 48 h at 4°C with primary antibody. Slides were rinsed with 0.1 M PBS for 30 min and incubated in 1:1000 dilutions of the corresponding peroxidase-coupled secondary antibody (Jackson Immunoresearch, UK) for 1 h at room temperature. Slides were then rinsed with 0.1 M PBS. The peroxidase reaction product was visualized by incubating in a solution containing 0.022% of 3,3′diaminobenzidine and 0.003% H_2_O_2_ for 30 min. The reaction was stopped by rinsing the sections in 0.1 M PBS for 15 min. Slides were then dehydrated in ascending ethanol concentration and finally xylene. Coverslips were applied using Entellan (Merck KGaA, Germany). Morphometric fluorescence photographs were obtained using a fluorescent microscope (Zeiss, Axio Imager M1, Oberkochen, Germany), a laser scanning inverted (Leica SP5, Mannheim, Germany) and confocal microscopy (Zeiss 5 Live Duo, Oberkochen, Germany) to assess co-expression of two proteins. 225 × 225 μm^2^ images were taken adjacent to the lesion center for each animal and the co-localization coefficient was measured between the two channels. In total we assessed co-localization within a 6750 × 6750 μm^2^ surface area adjacent to the lesion site. Laser intensity and detector sensitivity settings were kept constant for all acquisition of all images in a given experiment. 5–7 animals were used per time-point. Co-localization analysis was performed using the Carl Zeiss LSM-710-NLO software. Morphometric bright field photographs were obtained and analyzed using NanoZoomer RS slide scanner (NanoZoomer Digital Pathology System and NDP view software, Hamamatsu, Japan).

### Relative optical density

To determine SCI-induced changes in BRCA1 expression in *Microcebus murinus*, the mean optical density (OD) was measured at different distances 3 months after spinal cord (HS) using ImageJ (National Institutes of Health, USA), as described previously (Noristani et al., 2010). OD is a sensitive and reliable method to measure expression level of a given signal and to detect changes caused by different experimental conditions. Following peroxidase immunostaining, spinal cord sections were scanned using Nanozoomer RS slide scanner that uses constant light intensity and exposure time to obtain peroxidase-labeled photographs (NanoZoomer Digital Pathology System and NDP view software, Hamamatsu, Japan). Digital images were exported with RGB color profiles, using identical exposure settings for all sections. To avoid potential variation in staining intensity between different slides or animals, we carried out BRCA1 immunostaining of all animals in parallel. BRCA1 intensity was analyzed in at least fifty sections throughout the lesion segment of the spinal cord with 210 μm intervals. Non-specific background was determined for individual section and subtracted from the general signal. Optical density measures included the gray matter, the white matter and the dorsal funiculus of the spinal cord. By clearly distinguishing lesion epicenter (section with highest damaged area) from un-injured tissue, we were able to determine differences in BRCA1 intensity along the entire segment of the spinal cord both above and below the injury site.

### Statistical analysis

Paired *t*-tests were used to compare differences in BRCA1 intensity at similar distance between above and below the lesion site in *Microcebus murinus*. Significance was defined as *p* ≤ 0.05. The data were analyzed using GraphPad Prism 5.0 (GraphPad Software, Inc, CA, USA). All data are shown as the mean ± standard error of the mean (SEM).

## Results

### Time-dependent microglia/macrophages responses after SCI

To study microglia responses after SCI, we used chemokine (C-X3-C Motif) Receptor 1 (CX3CR1^+/eGFP^) transgenic mice that selectively express enhanced green fluorescent protein (eGFP) in CNS resident microglia and peripheral monocytes (Jung et al., 2000). Dual immunohistochemistry in uninjured mice, using ionized calcium binding adaptor molecule 1 (IBA1) confirmed specific microglial eGFP expression in spinal cord of CX3CR1^+/eGFP^ mice (Figures S1A–C). Moreover, immunostaining using S100 beta (Figures S1D–F), GFAP (**Figures 3C–E**) and vimentin (**Figures 3L–N**), established that in non-injured CX3CR1^+/eGFP^ mice eGFP is not expressed in astrocytes. Following injury, no co-localization of eGFP and S100 beta was observed (Figures S1G–I) ruling out potential expression of CX3CR1 by reactive astrocytes.

To study neuroinflammation at early and chronic stages after injury, we used flow cytometry to isolate eGFP^high^ expressing cells at 72 h, 1 and 2 weeks post-lesion in both HS and FT. No eGFP expression was observed in wild type control littermate (Figure S2A). Sorted eGFP^high^ expressing cells (Figures S2A–D, red dots) were further analyzed for RNAseq. In a parallel experiment, to better characterize the selected eGFP^high^ cell population, we used a combination of CD45, CD11b and LY6C antibodies in both non-injured and pathological conditions (all time points after HS). Ramified microglia express CD11b^+^/CD45^low^ cells whereas fully activated microglia and infiltrating macrophages are CD11b^+^/CD45^high^ cells (David and Kroner, 2011). At 72 h after SCI it was possible to distinguish 2 sub-populations of eGFP^+^ cells based on CD45 expression level (Figure S2F). These sub-population most likely correspond to ramified microglia (CD45^low^) and activated macrophages (CD45^high^). In contrast, at 1 and 2 weeks post-injury this discrimination was not possible (Figures S2G,H). Further combination of CD45 and LY6C showed that at all time points, eGFP^high^ cells were LY6C^−^, strongly suggesting that the majority of selected cells were microglia (Figures S2I–U). Even if we cannot exclude contamination with infiltrating macrophages, we will further refer to the selected population as microglia.

SCI induced a similar increase in microglia number after HS and FT SCI compared to NI control (Figures S2B–D) and RNA from isolated microglia was of high quality (RIN > 7, data not shown). 

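Microglia were sorted by flow cytometry as eGFP-high cells from the spinal cord of CX3CR1+/eGFP mice, and their polyadenylated RNA was sequenced. The deposited table holds 20 samples in 7 groups. Non-injured (NI) mice gave 3 samples. Lateral hemisection (HS) gave 3 samples at 72 h, 2 at 1 week and 3 at 2 weeks, and full transection (FT) gave 3 samples at each of these times. The authors removed adapters, mapped the reads with TopHat to the mouse mm10 build, counted reads per gene with HTSeq, kept genes with at least 10 reads in at least 2 replicates, and normalized by library size with edgeR. The signal that the authors deposited for 16810 genes is this normalized count, in CPM, with the library size multiplied by its edgeR factor. Each column is made of whole multiples of 1 step, and 99.989% of the 336200 values came out as a whole number of reads once divided by it, so that the depth could be recovered. Depth is given in mega-reads (M). Between 6.04 and 13.9 M reads per NI sample lay on these genes (median 8.13 M). After HS the range was 5.23 to 34.1 M at 72 h (median 12.8 M) and 4.59 to 8.65 M at 2 weeks (median 6.20 M), and the 2 samples at 1 week had 6.91 and 7.49 M. After FT the range was 3.87 to 12.5 M at 72 h (median 8.55 M), 11.8 to 14.2 M at 1 week (median 13.6 M) and 11.6 to 12.9 M at 2 weeks (median 12.4 M). A single read is worth 0.0330 CPM in the deepest sample and 0.292 CPM in the shallowest, and these limits cover counting error alone. The squared difference between replicates, as a median over genes, was 2.60 to 20.2 times that expected from sampling over the 19 pairs of replicates. This ratio was largest between FT 1 week replicate 1 and the other 2 samples of its group (19.3 and 20.2). Between those 2 samples it was 4.91. The ratio also rises with the number of reads, so pairs of unlike depth cannot be ranked by it alone. The values were taken to log2 after 0.5 CPM was added, and limma was fitted to all 20 samples with an intensity trend. Differentially expressed (DE) genes had an adjusted p-value under 0.05 (Benjamini-Hochberg over 16810 genes) and a change of at least 2-fold.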

We then carried out RNA-Seq analyses to determine transcriptomic changes in microglia at multiple time-points after the two SCI severities (Tables S1, S3). 

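*Arg1*, which encodes arginase 1 (chromosome 10 of GRCm38, 24915221 to 24927484), had a mean of 1.43 ± 0.179 CPM (SD, n = 3) in NI. At 72 h it had 32.9 ± 11.1 CPM (SD, n = 3) after HS and 42.8 ± 38.6 CPM (SD, n = 3) after FT. Its log2 fold change from NI was 4.04 after HS (standard error 0.60, adjusted p = 3.98e-05) and 4.11 after FT (standard error 0.60, adjusted p = 3.63e-05, limma with Benjamini-Hochberg adjustment). *Ccr2*, a chemokine receptor of monocytes (chromosome 9, 124101950 to 124113557), had 17.99 ± 2.96 CPM in NI, 72.0 ± 33.8 CPM at 72 h after HS and 97.1 ± 60.1 CPM at 72 h after FT (SD, n = 3 each). The log2 fold change of *Ccr2* was 1.85 (limma adjusted p = 0.00393) and 2.24 (limma adjusted p = 0.000862), respectively. *Emr1*, now named *Adgre1* (chromosome 17, 57358691 to 57483527), had 418 ± 108 CPM in NI, 914 ± 130 CPM after HS and 884 ± 91.8 CPM after FT at 72 h (SD, n = 3 each), with log2 fold changes of 1.15 (limma adjusted p = 0.0104) and 1.10 (limma adjusted p = 0.0145). *Emr1* was no longer DE after quantile normalization (0.53 after HS and 0.57 after FT) or without NI replicate 3 (0.99 and 0.95), nor after FT without NI replicate 2 (1.06). With every column scaled to 1 total, a setting chosen after seeing the data, *Emr1* was not DE either (0.64 and 0.63). At 1 and 2 weeks none of *Arg1*, *Ccr2* and *Emr1* was DE. All 3 genes passed adjusted over the list alone at 72 h after either injury, but the study chose them on these samples, so that this count is not independent evidence. Tested directly, FT minus HS at 72 h was 0.07 for *Arg1*, 0.40 for *Ccr2* and -0.04 for *Emr1* on the log2 scale, with 0 of the 3 genes under an unadjusted p of 0.05. The 3 FT samples spread widely at that time, and without FT 72 h replicate 1 the log2 fold change of *Arg1* from NI fell to 3.42.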

We found an increased expression of microglia and monocyte markers (including *Arg1, Ccr2*, and *Emr1*) (Mildner et al., 2007; Gautier et al., 2012; Zhang et al., 2014; Greenhalgh et al., 2016) that were independent of lesion severity (Figure S3A, Table S3). In all samples we detected only very low expression and no lesion-induced change in neuronal (*Tubb3, Isl1, Syt1* and *Gabra1*), astrocytic (*Aldh1l1, Tnc and Aqp4*) or oligodendrocyte (*Sox10, Mag, Mog, Mobp, Cx47*, and *Cldn11*) transcripts, further confirming the purity of our isolation procedure (Table S3). 

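In NI samples the neuronal genes *Tubb3*, *Isl1* and *Syt1* had means of 6.76, 0.570 and 1.29 CPM. Among the astrocytic genes, *Tnc* had 1.91 and *Aqp4* had 26.3 CPM. *Sox10* had 3.48 CPM, whereas *Mag* (42.6 CPM), *Cldn11* (39.1 CPM), *Mog* (36.6 CPM) and *Mobp* (35.7 CPM) were at higher levels (means, n = 3 each). None of *Tubb3*, *Isl1* and *Syt1* was DE in any of the 6 comparisons with NI. *Aqp4* (chromosome 18 of GRCm38, 15389496 to 15410982) was lower at 2 weeks, with 8.68 ± 7.61 CPM after HS (SD, n = 3, log2 fold change -2.02, standard error 0.59, limma adjusted p = 0.0487) and 4.81 ± 2.79 CPM after FT (SD, n = 3, log2 fold change -2.48, limma adjusted p = 0.00816). *Mag* had an adjusted p under 0.05 after FT at 72 h (-0.71, limma adjusted p = 0.0218) and at 1 week (-0.75, limma adjusted p = 0.0426), under the 2-fold limit. The means of *Mog* in the injured groups lay between 10.5 and 16.8 CPM, all below NI. Those of *Mobp* lay on both sides of NI, between 20.2 and 44.4 CPM. Both decreases of *Aqp4* also passed adjusted over the list alone, for a list that the study examined on these samples. The decrease after HS was no longer DE with any 1 NI sample left out (limma adjusted p = 0.17, 0.152 and 0.0695), without HS 2 weeks replicate 1 (-1.09, limma adjusted p = 0.306) or replicate 3, with 0.1 CPM added, with only the samples of the 2 groups compared, with the median of ratios, and by edgeR (both tests) and DESeq2. That after FT was no longer DE without FT 2 weeks replicate 1 (-1.91, limma adjusted p = 0.0671).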

To identify differentially expressed (DE) transcripts, we defined a criterion of a 2-fold and greater difference plus a significant (*p* < 0.05) false discovery rate (FDR). We identified 3100, 470, and 626 DE genes in HS as well as 2395, 889, and 1004 DE genes in FT group at 72 h, 1 and 2 weeks post-lesion compared to NI control, respectively (Figures 1A,B). 

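The fit gave 2223 DE genes at 72 h, 367 at 1 week and 540 at 2 weeks after HS. After FT it gave 2031, 675 and 818 DE genes at the same times. The alternative that moved these counts most, except at 1 week after HS, was the adjusted p-value without a fold limit, which gave 4586 genes at 72 h after HS. At 1 week after HS it was the fit with only the samples of the 2 groups compared (651). Over all 16810 genes, DE or not, all injured samples lay beyond all NI samples for between 21.5% and 49.0% in the 6 comparisons (37.3% at 1 week after HS), where chance gives 10% for 3 samples against 3 and 20% for 2 against 3; genes vary together, so this has no p-value. The count at 1 week after FT depended on single samples, being 1068 without FT 1 week replicate 1 and 476 without FT 1 week replicate 3. On simulated counts with 200 changed genes the same fit recovered 83% at 3 samples against 3 and 76.5% at 2 against 3, calling 7 and 14 unchanged genes besides, and it called 0 genes in a comparison without change. The changed genes were drawn above a floor of expression, so these shares do not hold for genes with few reads. Some of them changed exactly 2-fold, the limit for a call. Of those changed 3-fold or more, 96% and 90.67% were recovered. The largest rises, among DE genes with no overlap between groups and at least 1 CPM in 1 group, were those of *Spp1* at 72 h and *Gpnmb* afterwards. *Spp1*, which encodes osteopontin, went from 94.0 ± 14.1 CPM in NI to 4161 ± 944 CPM after HS (log2 fold change 5.45, limma adjusted p = 7.06e-12) and 4585 ± 676 CPM after FT (5.60, limma adjusted p = 4.29e-12; SD, n = 3 each). The largest falls were those of *Hspa1b* (-3.22) at 72 h, *Gpm6a* (-2.84) at 1 week and *Lyve1* (-3.02) at 2 weeks after HS. After FT they were those of *Snap25* (-3.12), *Itih3* (-2.57) and *Atp1b2* (-3.90) at the same times. The fall of *Hspa1b* depended on single samples, being -3.91 without HS 72 h replicate 3 and -2.13 without HS 72 h replicate 1. Lists of genes abundant in neurons and in astrocytes had negative median log2 fold changes in all 6 comparisons. At 72 h after FT these medians were -1.03 and -0.87. A list of immediate-early and heat-shock genes had a median of -1.12 at 72 h after HS. Whether the falls named here arose in microglia was not tested.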

225 genes were deregulated in both HS and FT groups at all time-points, whilst only 37 and 249 genes were specifically deregulated in HS and FT relative to NI control, respectively (Figure 1C). 

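At all 3 times 219 genes were DE after HS and 391 after FT. The overlap held 192 genes, 167 of them higher and 25 lower than NI, which leaves 27 genes found after HS alone and 199 found after FT alone. The 6 comparisons share the same NI samples. In 20 simulated sets of unchanged groups the overlap was 0 genes. At an unadjusted p under 0.05 and at least 2-fold it was also 0, against 254 observed. The simulated samples were drawn around the observed NI mean, so they held no error of that shared mean. The simulation therefore cannot tell how much overlap the shared NI samples give. Among the fits with at least 2 samples in each group, the set found after HS alone ranged from 12 genes without NI replicate 2 to 72 genes when each comparison was fitted with its own samples only. The set found after FT alone ranged from 120 genes without FT 1 week replicate 3 to 472 genes without a fold limit. All 27 genes found after HS alone had the same direction at the 3 times after FT, where 25 of them were DE at least once and 3 reached 2-fold at all 3 times. Of the 199 genes found after FT alone, 199 had the same direction after HS, 195 were DE there at least once and 35 reached 2-fold at all 3 times. Both injuries are set against the same NI samples, which by construction favors a common direction, and the number of genes with a common direction without any change was not computed. Between FT and HS at the same time, 0 genes of either set were DE.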

Overall, microglia displayed a greater number of upregulated genes compared to down regulated genes (Figures 1D–I). 

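Of the DE genes, 1522 were higher and 701 lower than NI at 72 h after HS, 286 and 81 at 1 week, and 407 and 133 at 2 weeks. After FT, 1361 were higher and 670 lower at 72 h, 476 and 199 at 1 week, and 592 and 226 at 2 weeks. The share of higher genes was thus between 67.01% and 77.9%. It depended on the scale of the columns. The planned scalings kept it above 50%, from 57.9% (quantile, 72 h after HS) to 78.3% (median of ratios, 1 week after HS). The column totals of the deposited values were 777430 to 830480 CPM in NI and 878070 to 1202200 CPM in injured samples. With every column scaled to 1 total, a setting chosen after seeing the data, the share fell to 16.2%, 53.3% and 35.99% after HS at 72 h, 1 week and 2 weeks, and to 18.5%, 26.1% and 26.0% after FT. This scaling moves all genes of a column by 1 factor, so that the fall follows by construction. The median log2 fold change of all 16810 genes at 72 h after HS was then -0.52, against -0.11 on the deposited scale. Among single samples, FT 1 week replicate 1 moved the share most, to 58.8% at 1 week after FT without it.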

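Compared directly, 1010 genes differed between 72 h and 1 week after HS, of which 684 were higher at 72 h (limma, Benjamini-Hochberg, at least 2-fold). After FT, 577 genes differed between these times and 440 of them were higher at 72 h. Between 2 weeks and 1 week after FT, 12 genes differed and 772 had an unadjusted p under 0.05.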

In both injury severities, a higher number of DE genes was observed at 72 h compared to 1 and 2 weeks post-lesion. Comparisons between the two injury severities revealed a greater number of DE genes after HS compared to FT injury at 72 h (Figures 1D,G). However, at 1 and 2 weeks post-lesion FT displayed a greater number of DE genes compared to the HS group (Figures 1E,F,H,I). 

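At 72 h the difference was 192 DE genes, in the direction of HS. The FT group at 72 h was sequenced less deeply than the HS group. With all samples thinned to 3.87 M reads in 10 draws, the difference had a median of 356.5 genes (304 to 389). It reversed on leaving out 1 sample, to -103 without HS 72 h replicate 1, and it also reversed without FT 72 h replicate 3, whereas without HS 72 h replicate 3 it rose to 600.0 genes.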

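FT exceeded HS by 308 DE genes at 1 week and by 278 at 2 weeks. At 1 week FT had 3 samples and HS had 2. With 1 FT sample left out the smallest FT count was 476, against 367 after HS. When each comparison was fitted with its own samples only, the order at 1 week reversed, with 651 DE genes after HS and 593 after FT. Thinned to equal depth, FT exceeded HS by a median of 317 genes at 1 week (297 to 335) and 315 genes at 2 weeks (307 to 331) over the 10 draws.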

To determine the relationship between gene expression profiles at different time-points post-lesion, we generated a multidimensional scaling plot (Szulzewsky et al., 2016). Samples from NI mice clustered together and samples from injured animals clustered according to time after injury but not lesion severity (Figures 1J,K).

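On the 500 genes with the largest differences the first axis of the multidimensional scaling placed the 3 NI samples between 0.81 and 1.00, the 6 samples at 72 h between -1.70 and -1.04, and the 11 samples at 1 and 2 weeks between 0.20 and 0.67. The second axis set NI apart, from -1.37 to -1.06. Over all 16810 genes, time accounted for 36.5% of the squared distance between the 17 injured samples (permutation test within severity, one-sided, p = 0.00015), and severity for 3.93% (permutation test within time, one-sided, p = 0.658). Restricted to the 11 samples at 1 and 2 weeks, time accounted for 11.4% (permutation test, one-sided, p = 0.267) and severity for 8.81% (permutation test, one-sided, p = 0.568). The setting that moved the share of time most was the use of the 500 most variable genes, with 60.9% (permutation test, one-sided, p = 0.00012). Median distances followed the same order. The distance was 0.519 between replicates of a group (19 pairs), 0.529 between HS and FT at the same time (24 pairs), 0.547 between 1 and 2 weeks after the same injury (15 pairs) and 0.714 between 72 h and the later times (33 pairs). The labels and the paper name no sequencing batch.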

**Figure 1:**
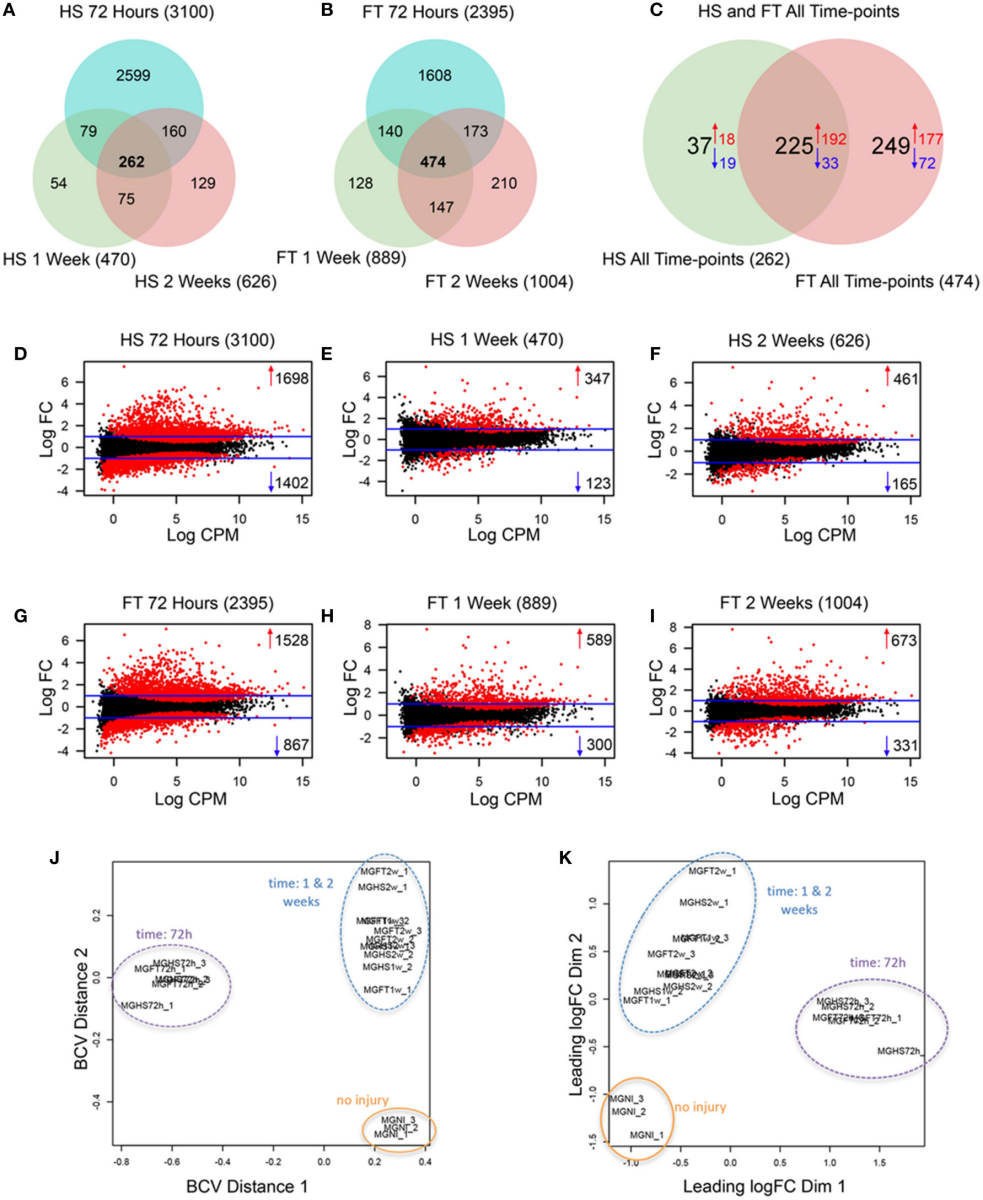
**Longitudinal analyses of de-regulated genes in microglia after 2 severities of SCI**. **(A–C)** Venn diagrams displaying the number of deregulated genes in microglia isolated by flow cytometry at the indicated stages after HS and FT. Relationship between average expression and log 2 of the fold-change in microglia at different stages after HS **(D–F)** and FT **(G–I)** injuries. Horizontal blue lines indicate the cut off criterion used to define deferentially expressed genes with a FC >2 (logFC comprised between–1 and 1) and a significant false discovery rate (FDR) values (*p* < 0.05). Red points indicate significantly deregulated genes following injury. Multidimensional scaling plots displaying distances, in terms of biological coefficient of variation **(J)** and fold change **(K)** in microglia at different stages after HS and FT injuries relative to NI control.

To provide a more in-depth analysis, we directly compared the total number of differentially expressed genes between the two injury severities at all 3 time-points (comparison number 7, 8, and 9 Figure S4A). No differences in gene expression were found upon direct comparison between HS and FT groups at 72 h whilst only 8 dysregulated and 1 up-regulated transcripts were found at 1 and 2 weeks, respectively (Figures S4B–E).

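In the direct comparison of FT with HS, limma called 0 genes at 72 h (504 at an unadjusted p under 0.05), 0 at 1 week (723) and 0 at 2 weeks (440). The alternative that moved these counts most was the edgeR likelihood ratio test, the paper's kind of test, on the recovered reads. It called 0 genes at 72 h, 8 at 1 week and 1 at 2 weeks, and the edgeR quasi-likelihood test on the same reads called 0 at each time (472, 733 and 403 at an unadjusted p under 0.05). The 8 genes were *Gpx3*, *Folr2*, *Cd5l*, *Apoc1* and *Wfdc17*, higher after FT, and *Hspa1l*, *Igfbp6* and *Egr2*, lower after FT, and the gene at 2 weeks was *Cxcl13*. DESeq2 called the same genes apart from *Egr2*. *Gpx3*, which encodes glutathione peroxidase 3 (chromosome 11 of GRCm38, 54902453 to 54910377), had the smallest limma p-value of these. It had 39.5 ± 1.56 CPM (SD, n = 2) after HS and 106 ± 21.6 CPM (SD, n = 3) after FT at 1 week, a log2 fold change of 1.39 (limma adjusted p = 0.0797), and it passed after quantile normalization (1.34) and without FT 1 week replicate 1 (1.55). *Folr2* had a log2 fold change of 1.88 (limma adjusted p = 0.265) and *Egr2* of -2.53 (limma adjusted p = 0.67). *Cxcl13* at 2 weeks had 13.6 ± 3.64 CPM after HS and 38.6 ± 0.505 CPM after FT (SD, n = 3 each), a log2 fold change of 1.50. Adjusted over the list alone, all 8 genes passed at 1 week and *Cxcl13* at 2 weeks, but the study chose these 9 genes on the same samples, so that this is not independent evidence. At 72 h 1 gene, *Sfrp4*, was DE without HS 72 h replicate 2 (log2 fold change -3.33), named here after its value was seen. From the clustering by time and the few genes found between the injuries, the paper concludes that the microglial response depends on time and not on severity.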

Taken together, these findings demonstrate that (1) SCI induces a higher number of upregulated than down regulated transcripts in microglia, (2) at 72 h after HS injury microglia express a higher number of DE genes than FT, (3) the number of DE genes in microglia at 1 and 2 weeks after lesion are higher after FT than in HS and (4) microglia responses after injury are time- but not severity-dependent.

### Microglia responses after SCI involve early anti-inflammatory response and proliferation

Activation of microglia has been described as neurotoxic (also known as M1) and neuroprotective (also known as M2) states (Hickman et al., 2013; Kroner et al., 2014), although, more recent findings suggest a multidimensional model of activation (Xue et al., 2014; Ginhoux et al., 2016; Ransohoff, 2016). We identified significantly increased expression of 12 pro-inflammatory and 9 anti-inflammatory transcripts after injury (Figures 2A–D). 

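The pro-inflammatory list of Figs. 2A,C holds *Il1b*, *Ifitm1*, *Ifitm2*, *Ifitm3*, *Lyz1*, *Lyz2*, *Cybb*, *Cxcl9*, *Mmp12*, *Clec7a*, *Cxcl10* and *Lgals3*. After HS, 10 of these 12 genes were DE at 72 h, 10 at 1 week and 9 at 2 weeks, all higher than NI. After FT the counts were 10, 9 and 9. Adjusted over the list alone they were 10, 11 and 10 after HS and 11, 9 and 10 after FT. The anti-inflammatory list of Figs. 2B,D holds *Chi3l3* (now *Chil3*), *Cxcl3*, *Il2rg*, *Il1rn*, *Alox15*, *Msr1*, *Igf1*, *Arg1* and *Spp1*. Here 6 of the 9 genes were DE at 1 week and 6 at 2 weeks after HS, and also after FT, and adjusted over the list alone 8, 7, 6 and 6. The study chose both lists on these samples, so that these counts are not independent evidence. By camera with a preset correlation of 0.01, both lists were higher than NI in all 6 comparisons, and with an estimated correlation the pro-inflammatory list kept an adjusted p of 0.0436 at 72 h after HS, its largest over the 6 comparisons (limma camera, Benjamini-Hochberg over 192 tests); fry also held in all 6. *Il1b* was DE in no comparison over 16810 genes. *Lyz1* and *Lyz2*, *Ifitm1* to *Ifitm3*, and *Chi3l3* have close paralogs, so that the split of reads between them is uncertain.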

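At 72 h all 9 anti-inflammatory genes (*Chi3l3*, *Cxcl3*, *Il2rg*, *Il1rn*, *Alox15*, *Msr1*, *Igf1*, *Arg1* and *Spp1*) were DE after HS and after FT, 9 of 9 also when adjusted over the list alone. With 1 sample left out the number after HS was 7 or 8, and after FT it was 8 or 9. Among the 12 pro-inflammatory genes, *Il1b* and *Cxcl9* were not DE at 72 h after HS (log2 fold changes 1.32 and -0.47) nor after FT (1.55 and 0.00). *Chi3l3*, *Arg1* and *Cxcl3* were DE at 72 h only. *Cxcl3* lay at or under 3 reads in every NI sample, so that no fold is given for it. The other two rose by 2.47 (*Chi3l3*) and 4.04 (*Arg1*) on the log2 scale after HS.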

Anti-inflammatory transcript upregulation was more evident at 72 h post-lesion (9/9 transcripts, following both HS and FT, Figures 2B,D) compared to pro-inflammatory markers (9/12 transcripts after HS and 10/12 transcripts after FT, Figures 2A,C). Moreover, the level of over expression was overall higher for anti-inflammatory (Figures 2B–D) compared to proinfammatory markers (Figures 2A–C). 

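The median log2 fold change of the 9 anti-inflammatory genes at 72 h was 2.51 after HS and 3.31 after FT, and that of the 12 pro-inflammatory genes was 1.57 and 1.95. Apart from *Cxcl3*, the genes ranged from 1.796 (*Il1rn*) to 5.45 (*Spp1*) in the first list and from -0.47 (*Cxcl9*) to 3.39 (*Lgals3*) in the second after HS. At 1 week the order after HS was 2.11 for the anti-inflammatory and 2.01 for the pro-inflammatory genes, and after FT it was 1.35 (1.82 without *Cxcl3*, whose fold depends on the value added) and 2.34. At 2 weeks the medians were 2.13 (2.44 without *Cxcl3*) and 2.12 after HS, and 2.22 and 2.48 after FT. None of these medians changed sign under the other scalings.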

Comparison of DE genes between the two injury models revealed only minor differences. In particular, the FT group showed slight upregulation of pro-inflammatory, and down regulation of anti-inflammatory, transcripts (Figures 2C,D), compared to HS. It is, however, important to note that altered abundance of this limited number of transcripts should not be used to definitively infer microglial pro vs. anti-inflammatory roles in the context of SCI.

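Between FT and HS, 0 of the 12 pro-inflammatory genes were DE at 72 h, 1 week or 2 weeks (2, 5 and 2 at an unadjusted p under 0.05), and adjusted over the list alone 0, 1 and 1. Their median log2 difference was 0.39, 0.23 and 0.13, with 11, 9 and 11 of the 12 genes higher after FT. The camera test gave adjusted p-values of 0.000696, 0.0197 and 0.0104 over 96 tests (limma camera, Benjamini-Hochberg). Neither fry (adjusted p 0.707 at 72 h) nor camera with an estimated correlation (0.491) held. For the 9 anti-inflammatory genes, 0 were DE at any of the 3 times (0, 2 and 1 at an unadjusted p under 0.05, and 0 adjusted over the list alone). Their median difference was 0.13 at 72 h, with all 9 genes higher after FT, -0.27 at 1 week, with 3 genes higher, and 0.06 at 2 weeks, with 5 genes higher (limma camera adjusted p = 0.158, 0.555 and 0.624). The largest difference at 1 week was that of *Arg1*, at -1.003. From these lists and the pathways, the paper proposes that the acute response involves anti-inflammatory signaling and differs only slightly between the injuries.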

**Figure 2:**
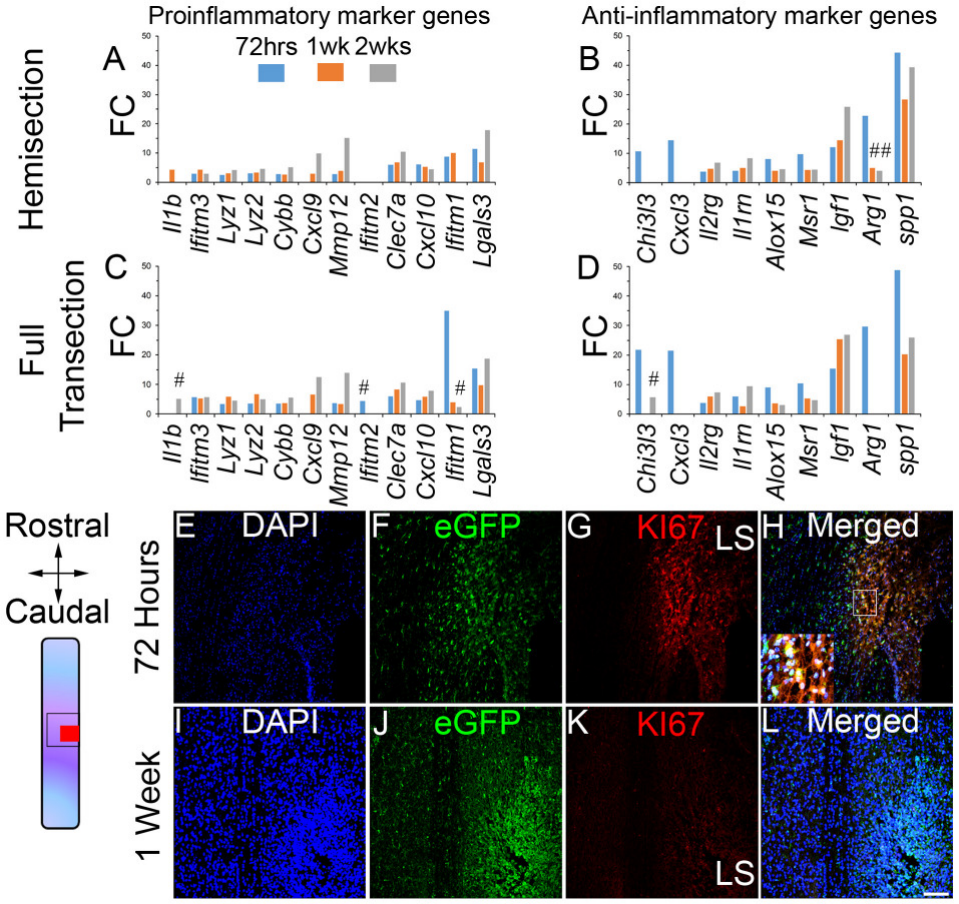
**Acute inflammatory response and proliferation of microglia after SCI**. Bar graphs displaying alterations in pro-inflammatory and anti-inflammatory marker genes in microglia after HS **(A,B)** and FT **(C,D)**. Values are actual fold change. # represents transcripts with different expression between the two lesion severities at the same time-points after injury. Schematic drawing of longitudinal spinal cord sections from HS groups illustrating the lesion site (red square) and reference frames for displayed field of views. Confocal micrographs indicating proliferation of microglia at 72 h after SCI **(E–H)**. Proliferation of microglia ceased by 1 week after injury **(I–L)**. Scale bars **(E–L)**, 100 μm. LS, lesion site. **(E–H)** HS 72 h and **(I–L)** HS 1 week. FC, fold change.

To provide insight into the potential roles of microglia at different stages after injury, we carried out pathway analysis of DE genes in the two experimental models at the three time-points following lesion (Noristani et al., 2015b, 2016). 

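A list of 34 proliferation genes, written without reference to these samples, was used beside the paper's own pathway genes. All 34 genes were DE at 72 h after HS and after FT, adjusted over all genes and adjusted over the list alone. The median log2 fold change was 3.35 after HS and 3.26 after FT (limma camera, adjusted p = 9.17e-44 and 1.76e-44 over 192 tests). These calls held with an estimated correlation (adjusted p = 0.00175 for both) and under fry (3.66e-10 and 5.07e-10). The alternative that moved the medians most was columns scaled to 1 total, with 2.86 after HS and 2.81 after FT. *Mki67*, which encodes KI67 (chromosome 7 of GRCm38, 135689784 to 135716361), rose from 6.64 ± 0.948 CPM in NI to 110 ± 28.3 CPM after HS (log2 fold change 3.93, limma adjusted p = 8.1e-12) and 130 ± 9.84 CPM after FT (4.19, limma adjusted p = 4.29e-12; SD, n = 3 each). Of the 27 metaphase checkpoint genes of Table S2, which the study picked from these samples, 26 were DE after HS and 25 after FT, with medians of 2.99 and 2.82.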

At 72 h post-lesion, microglial responses predominantly involved proliferation as indicated by up-regulation of numerous genes involved in cell cycle processes (Table S2). We confirmed proliferation of microglia at 72 h post-lesion using KI67, which is exclusively expressed by actively dividing cells (Figures 2E–H). 

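At 1 week *Cdk1* was the only DE gene among the 34 proliferation genes after HS and after FT. At 2 weeks *Cdk1*, *Aurkb*, *Cenpe*, *Top2a* and *Rrm2* were DE after HS and *Cdk1* after FT, named here after their values were seen. The median of the list was 0.26 and 0.57 at 1 and 2 weeks after HS, and 0.25 and 0.29 after FT. Its camera calls at these times (limma camera, adjusted p = 0.0107, 1.9e-09, 0.024 and 0.00346) did not hold with an estimated correlation, and under fry only that at 2 weeks after HS did (adjusted p = 0.00541). *Mki67* was at 10.2 ± 0.0762 CPM (SD, n = 2) at 1 week after HS and 8.44 ± 1.21 CPM (SD, n = 3) after FT.

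**Figure D1:**
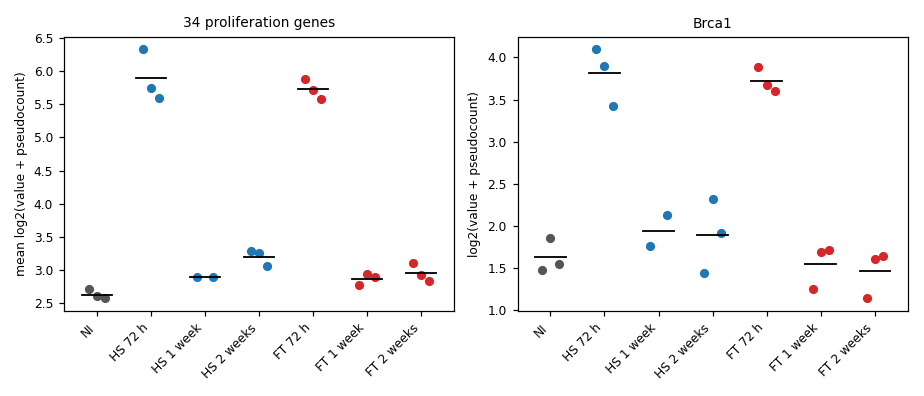
Mean log2 value of the 34 proliferation genes and log2 value of *Brca1* in each of the 20 samples, by group. Points are samples and lines are group means; the 72 h samples lie above all others. Of 10 complement and interferon genes of Table S2, 8 were higher than NI at 1 week after HS and 8 after FT, with medians of 2.02 and 2.12. *C3* rose by 3.26 and 3.81 and *Isg15* by 2.23 and 2.27 on the log2 scale. Of 14 extracellular matrix genes of Table S2, 8 were higher (*Fn1* by 4.84 after HS and 4.09 after FT) and 3 lower at 1 week after either injury. Among 8 cytoskeleton genes of Table S2, *Vim* and *Nes* were higher at 1 week after both injuries, and *Gfap* was also higher after FT, where *Nefl*, *Nefm* and *Nefh* were the lower ones. The study picked these Table S2 lists from these samples, so that the counts are not independent evidence.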

By 1 week after lesion proliferation had ceased (Figures 2I–L) and microglial responses included inflammation, defense response, cytoskeleton and extracellular matrix remodeling (Table S2). 

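The gene lists taken from Table S2 were tested between FT and HS in place of the pathway software, which was not used here. Their median log2 differences at 72 h were -0.22 for the metaphase checkpoint, -0.05 for the DNA damage map, 0.20 for complement and interferon, 0.28 for the extracellular matrix, 0.57 for the neural stem cell lineage and -0.12 for oxidative phosphorylation. In all of these lists 0 genes were DE between FT and HS at any time. No list, of the 32 tested at 3 times, had an adjusted p under 0.05 with fry, where the smallest was 0.0886, for the 9 FT versus HS genes of Table S1 at 2 weeks. With the preset correlation 0.01 camera gave smaller values, as for oxidative phosphorylation at 1 week (median 0.38, 37 of 40 genes higher after FT, limma camera adjusted p = 2.14e-13), against 0.491 with an estimated correlation.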

Pathway analysis comparison between the two lesion severities also showed no differences between FT and HS groups, further confirming that microglial responses after injury is mainly driven by time post-lesion.

Altogether, these data suggest that (1) acute microglial responses to injury involve anti-inflammatory signaling, (2) proliferation of microglia principally occurs within 72 h post-lesion, (3) by 1 and 2 weeks following CNS lesion microglia regulate multiple aspects of immune response and (4) responses of microglia after injury differ only slightly between the two lesion severities.

### SCI induces expression of astrocytic markers in microglia

Interestingly, our pathway analysis of microglial transcriptional changes also suggested the involvement of a “neural stem cell lineage” pathway at 1 week after FT (Table S2) due to increased expression of astrocyte-specific marker genes including *vimentin* (*Vim*) and *glial fibrillary acidic protein* (*Gfap*) (Figure S5). 

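Of the 8 genes of the neural stem cell lineage pathway in Table S2, 4 were higher than NI at 1 week after FT, namely *Gfap*, *Vim*, *Cspg4* (log2 fold change 2.84) and *Nes* (1.09). *Slc6a11* (-1.55) was lower, and adjusted over the list alone 4 were higher and 3 lower. The study picked this list from these samples, so that neither count is independent evidence. As a set the 8 genes had a median of 1.02 at that time (limma camera, adjusted p = 0.0806; fry 0.0116). At 72 h, 5 were higher and 3 lower after HS and 5 higher and 2 lower after FT. The median at 2 weeks was 0.21 after HS and 0.28 after FT. At 1 week after HS, *Vim*, *Cspg4* and *Nes* were higher, and the median difference of the list between FT and HS was -0.01.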

*Gfap* transcript levels were significantly increased at 72 h in both HS and FT and in FT only 1 week after injury, while *Vim* transcript levels were significantly increased at all time points after both HS and FT injuries (Figures 3A,B). 

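*Gfap* (chromosome 11 of GRCm38, 102887336 to 102900912) had 45.2 ± 14.6 CPM (SD, n = 3) in NI. At 72 h it had 216 ± 102 CPM after HS (log2 fold change 2.20, standard error 0.33, limma adjusted p = 3.99e-05) and 321 ± 58.3 CPM after FT (2.86, standard error 0.33, limma adjusted p = 1.72e-06; SD, n = 3 each). At 1 week it had 81.7 ± 15.2 CPM (SD, n = 2) after HS (0.89, limma adjusted p = 0.269) and 110 ± 35.3 CPM (SD, n = 3) after FT (1.28, limma adjusted p = 0.0179). The direct difference between FT and HS at 1 week was 0.39 (limma adjusted p = 0.999), so that the change after FT was not shown to differ from that after HS. The call at 1 week after FT was lost without NI replicate 3 (0.98), without FT 1 week replicate 2 (1.198) or without FT 1 week replicate 3 (1.08). With columns scaled to 1 total the value of *Gfap* was 0.94, under the 2-fold limit. At 2 weeks the log2 fold change of *Gfap* was 0.03 after HS and -0.20 after FT, and either sign reversed on leaving out 1 sample. *Vim* (chromosome 2, 13573927 to 13582826) rose from 22.2 ± 3.07 CPM in NI to 165 ± 9.49 CPM at 72 h after HS and 191 ± 105 CPM after FT (SD, n = 3 each). Its log2 fold change was 2.87, 1.55 and 2.07 after HS at 72 h, 1 week and 2 weeks (limma adjusted p = 1.69e-07, 0.00534 and 4.43e-05) and 2.95, 1.26 and 2.05 after FT (limma adjusted p = 1.19e-07, 0.00631 and 3.4e-05). The value at 1 week after FT was 0.92, under the 2-fold limit, with columns scaled to 1 total.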

Using immunohistochemistry, we confirmed protein expression of both GFAP and VIM in CX3CR1^+/eGFP^ microglia after SCI (Figures 3F–K,O–T). In contrast, GFAP/eGFP or VIM/eGFP co-expression was not observed in non-injured CX3CR1^+/eGFP^ spinal cords (Figures 3C–E,L–N). In the injured spinal cord, GFAP-expressing microglia were primarily located within 500 μm distance adjacent to the lesion site whereas VIM-positive microglia were mainly found within the lesion epicenter (Figures 3F–H,O–Q). Morphologically, GFAP and VIM proteins were predominantly located in somata and primary processes (Figures 3I–K,R–S). SCI-induced astrocytic marker expression by microglia was also supported by pronounced upregulation of *Serpin Family A Member 3* transcripts (*Serpina3n*), a marker of reactive astrocytes (Zamanian et al., 2012) (Figures S3B,C). *Serpina3n* transcript expression increased more than 20-fold at 72 h post-lesion and 30-folds after HS and FT SCI, respectively (Figures S3B,C). In addition, at 72 h after FT we also observed a 2.4-fold increased expression of the pan-astrocytic marker *Aldh1l1* (Cahoy et al., 2008). 

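*Serpina3n* lies on chromosome 12 of GRCm38 from 104406729 to 104414329. It had 1.34 ± 1.195 CPM in NI, 32.5 ± 25.7 CPM at 72 h after HS and 46.6 ± 9.07 CPM at 72 h after FT (SD, n = 3 each). The fold change in the fit was 16.8 after HS (log2 4.07, standard error 0.68, limma adjusted p = 0.000141) and 28.6 after FT (log2 4.84, standard error 0.68, limma adjusted p = 2.28e-05). On leaving out 1 sample the log2 value after HS ranged from 3.47 without HS 72 h replicate 1 to 4.55 without NI replicate 1, and that after FT from 4.42 to 5.32. The NI samples held few reads, and the fold depends on the value added to them. At 1 week the log2 fold change was 3.02 after HS (limma adjusted p = 0.0329) and 4.06 after FT (limma adjusted p = 0.000491), and at 2 weeks 1.71 (limma adjusted p = 0.192) and 2.31 (limma adjusted p = 0.0377). The calls of *Serpina3n* at 1 week after HS and 2 weeks after FT were lost without NI replicate 2 (2.60 and 1.89), without NI replicate 3 (2.95 and 2.24) and, at 2 weeks after FT, without FT 2 weeks replicate 2 (1.99) or 3 (2.26). Both calls were also lost with the replicate number fitted as a block (3.03 and 2.31). The value at 2 weeks after HS passed without HS 2 weeks replicate 1 (2.92), by the edgeR likelihood ratio test (2.51) and by DESeq2 (2.54). FT minus HS was 0.77, 1.05 and 0.60 at the 3 times, and none of these differences was significant.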

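*Aldh1l1* (chromosome 6 of GRCm38, 90486427 to 90600203) had 6.20 ± 2.14 CPM in NI, 10.5 ± 2.69 CPM at 72 h after HS and 14.5 ± 2.72 CPM at 72 h after FT (SD, n = 3 each). The fold change after FT was 2.31 (log2 1.21, standard error 0.33, limma adjusted p = 0.00996) and after HS 1.67 (log2 0.74, limma adjusted p = 0.0969). The difference between FT and HS was 0.46, which was not significant. Without NI replicate 3 the log2 fold change of *Aldh1l1* after FT was 0.91, and with columns scaled to 1 total it was 0.77, and in neither case was it DE. At 2 weeks its mean was 3.26 CPM after HS and 5.95 CPM after FT.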

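A list of 18 genes abundant in astrocytes, written without reference to these samples, was examined; it includes *Aldh1l1* and *Aqp4*. Of these, 8 were lower than NI at 72 h, 8 at 1 week and 12 at 2 weeks after HS, and 7, 8 and 14 after FT. Adjusted over the list alone, the number past the threshold in either direction was 11, 13, 15, 9, 13 and 15 in the same order. *Apoe* was the only higher gene in each comparison, apart from *Aldh1l1* at 72 h after FT. The median log2 fold change was -1.14, -1.68 and -1.82 after HS and -0.87, -1.26 and -2.54 after FT. These medians stayed negative under the 3 other scalings. *Slc1a2*, the main glutamate transporter of astrocytes, had 113 ± 34.5 CPM (SD, n = 3) in NI and log2 fold changes of -2.23, -2.11 and -2.07 after HS and -1.41, -2.04 and -3.41 after FT. *Sparcl1* was also lower in all 6 comparisons. By camera the list was lower in each (limma camera, adjusted p = 8.17e-15 at 2 weeks after FT), none of these calls held with an estimated correlation (0.0608 there), and under fry all but that at 72 h after FT did (0.000645 at 2 weeks after FT). Between FT and HS, 0 of the 18 genes were DE at any time (0, 0 and 6 at an unadjusted p under 0.05 at 72 h, 1 week and 2 weeks, and 0, 0 and 2 adjusted over the list alone).

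**Figure D2:**
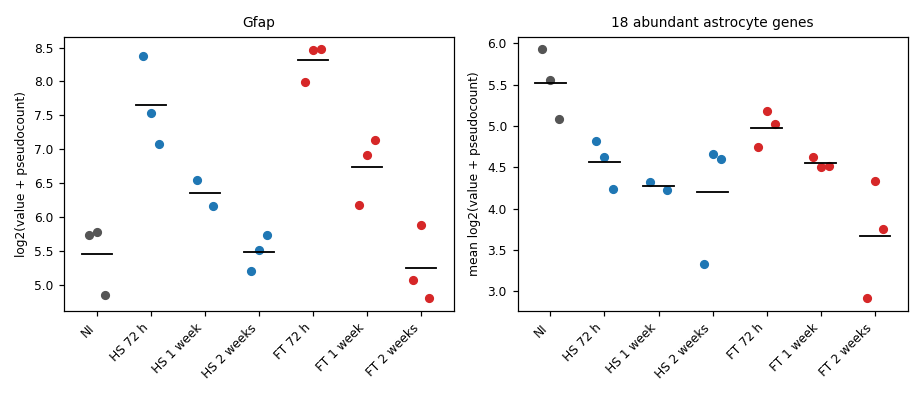
Log2 value of *Gfap* and mean log2 value of the 18 abundant astrocyte genes in each of the 20 samples, by group. Points are samples and lines are group means. By group means *Gfap* is highest at 72 h after each injury, whereas the list lies lower after injury than in NI; single samples overlap.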

No changes were observed in other astrocyte-specific transcripts (Table S3).

**Figure 3:**
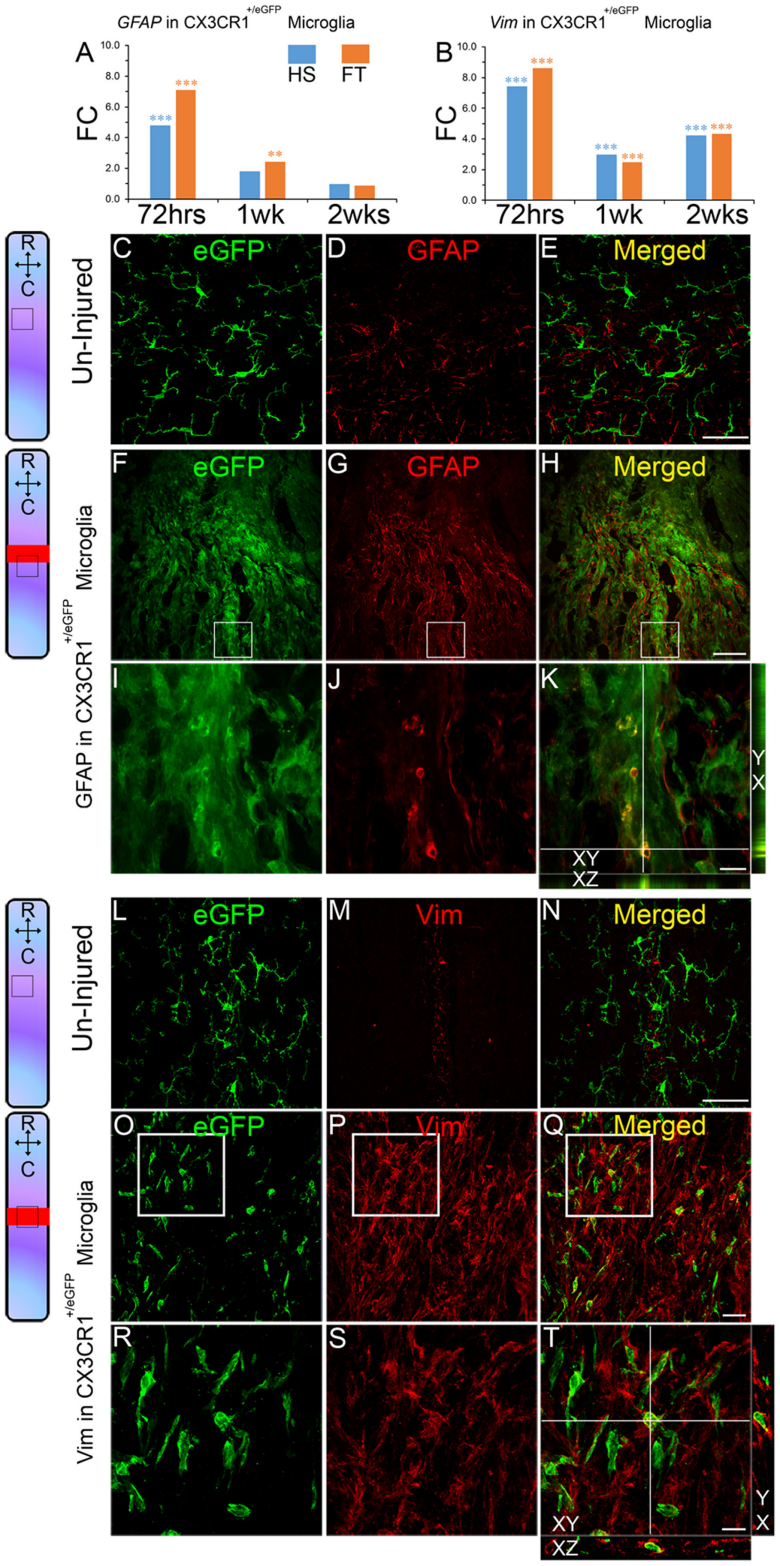
**Astroglial marker expression by microglia after SCI**. Bar graphs indicating up-regulation of *Gfap* and *Vim* transcripts expressions in microglia after SCI **(A,B)**. Values are actual fold change (^**^p < 0.01; ^***^p < 0.001 by *t*-test). Schematic drawing of longitudinal spinal cord sections from non-injured control and after FT illustrating the lesion site (red rectangle) and reference frames for the displayed fields of view. Confocal micrographs of longitudinally cut non-injured spinal cord section showing no eGFP/GFAP **(C–E)** or eGFP/vim **(L–N)** co-expression. Following SCI eGFP/GFAP **(F–K)** and eGFP/vim **(O–T)** protein co-expressions were evident in a sub-population of microglia in CX3CR1^+/eGFP^ mice. Small insets in **K,T** are orthogonal projections of confocal z-stacks, which show eGFP co-localization with GFAP and vim, respectively (confocal z-stack with XY, XZ, and YX views). Scale bars **(C–E,L–N)**, 50 μm; **(F–H)**, 100 μm; **(O–Q)**, 25 μm; **(I–K, R–T)**, 10 μm. LS, lesion site. **(C–E,L–N)** non-injured and **(F–K,O–T)** FT 2 weeks.

We next examined SCI-induced expression of astrocytic markers in microglia of adult spinal cord at multiple stages after different lesion severity (Figure 4, Table S3). Time-course analyses in CX3CR1^+/eGFP^ mice showed that astrocytic marker expression in microglia starts as early as 72 h after injury and peaks at 1 week post-lesion reaching 7.4 and 6.2% in HS and FT groups, respectively (Figure 4J). By 6 weeks post-lesion only 2.3 and 1.6% of microglia continued to express GFAP in the HS and FT groups, respectively (Figure 4J).

**Figure 4:**
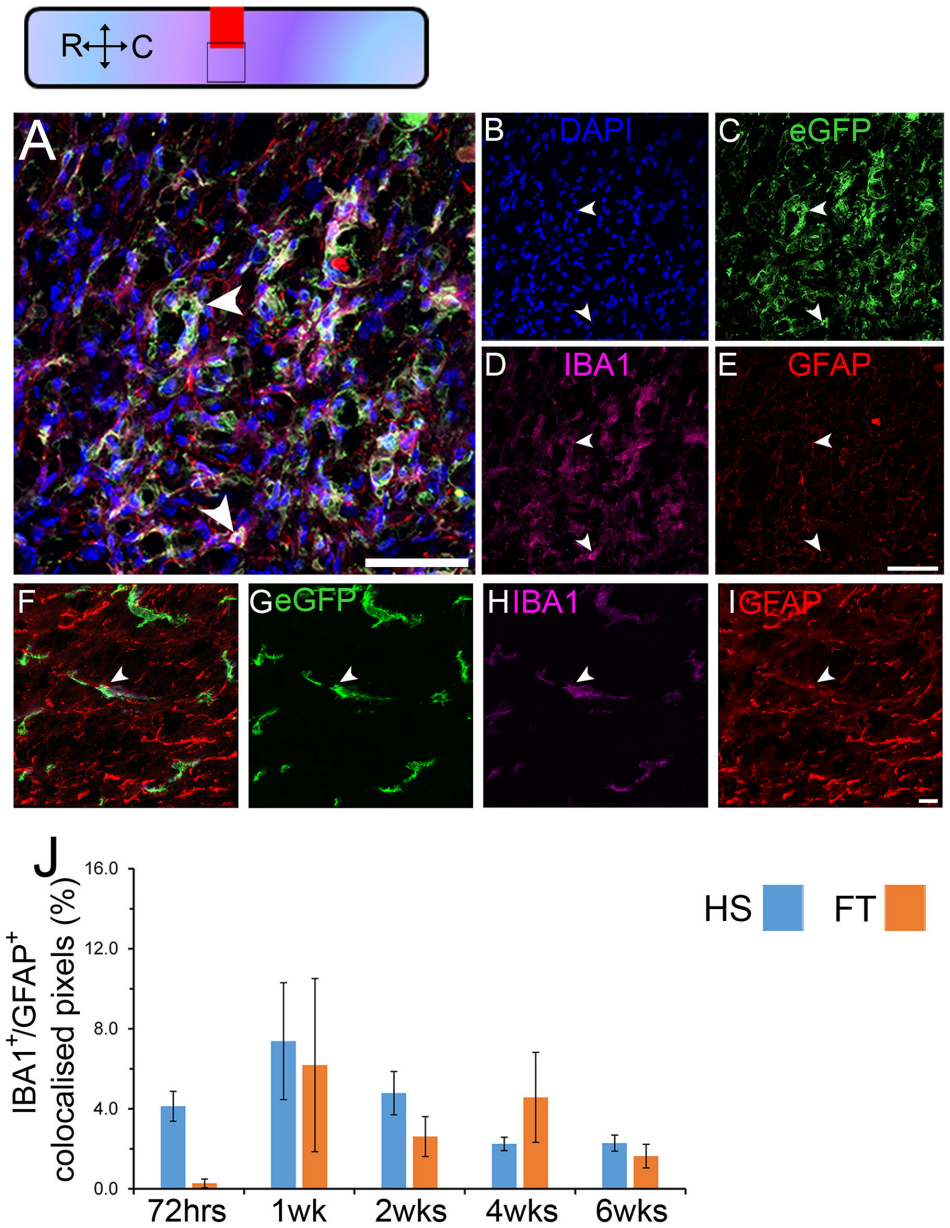
**Astrocytic marker expression in microglia continues up to 6 weeks after different lesion severities**. Schematic of longitudinal spinal cord section after HS SCI illustrating the lesion site (red square) and reference frames for the displayed fields of view. Confocal micrographs showing DAPI **(B)**, eGFP **(C)**, IBA1 **(D)** and GFAP **(E)** in CX3CR1^+/eGFP^. Micrographs were taken from regions adjacent to the lesion site (overlap of red and black squares in the schematic view). Higher magnification images, acquired from the same spinal cord, further from the lesion (black square without overlap with the lesion in the schematic view) confirmed the presence of IBA1/GFAP co-expressing cells **(F–I)**. Quantitative analysis of IBA1/GFAP co-expressing cells (arrowheads in **A,F**) in the 2 lesion severities at multiple stages after SCI **(J)**. Scale bars **(A–E)**, 50 μm; **(F–I)**, 10 μm. Bars represent mean ± SEM. 225 × 225 μm^2^ images were taken adjacent to the lesion center for each given animal and the colocalization coefficient were measured between the two channels. In total we assessed colocalization within 6750 × 6750 μm^2^ surface area adjacent to the lesion site in 5–7 animals at each given time-point. Colocalization analysis was performed using the Carl Zeiss LSM-710-NLO software. **(A–E)** HS 4 weeks, **(F–I)** HS 1 week.

These data demonstrate that expression of astrocytic markers in microglia is evident at 72 h after injury, peaks at 1 week post-lesion and decreases to lower levels up to 6 weeks (the longest time-point investigated in this study) after both HS and FT SCI.

### Breast cancer 1 (Brca1) pathway involvement in microglia after SCI

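The DNA damage map of Fig. 5A and Table S2 gives 27 genes, all of them in the table. At 72 h after HS, 13 were higher and 1, *Plk3* (log2 fold change -1.13), was lower than NI, so that 51.9% of the map was DE. The higher genes ranged from 1.16 (*Pkmyt1*) to 4.94 (*Ccnb1*), and the median of the map was 1.16. Adjusted over the list alone, 16 genes passed after HS and 12 after FT, in a list that the study chose on these samples. After FT at 72 h, 11 were higher and 1, again *Plk3*, was lower, with a median of 0.91. The camera test gave adjusted p-values of 2.11e-06 after HS and 2.81e-06 after FT (limma camera, Benjamini-Hochberg), and these calls held with an estimated correlation (0.00175 for both) and under fry. *Atm*, *Atr*, *Trp53*, *Cdkn1a*, *Gadd45a* and *Gadd45b* were not DE at 72 h after either injury. *Chek1* and *Clspn* rose by 2.02 and 1.88 on the log2 scale after HS.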

Pathway analyses also identified DNA damage in microglia at 72 h after HS SCI (Table S2; Figure 5A) with over 65% (17/26) of deregulated transcripts from this pathway (Table S2). 

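The 8 genes of Figs. 5B–I were DE at 72 h after both injuries. *Ccnb2* rose by 4.88 after HS and 4.71 after FT on the log2 scale, *Ccna2* by 3.00 and 3.05, *Cdc25b* by 2.85 and 3.00, *Cdc25c* by 2.496 and 2.48, and *Fancd2* by 1.64 and 1.39. *Wee1* rose by 1.83 (limma adjusted p = 0.000636) and 1.67 (limma adjusted p = 0.0016). *Cdk1* (chromosome 10 of GRCm38, 69335146 to 69352938) went from 5.47 ± 0.612 CPM in NI to 115 ± 30.4 CPM after HS (log2 fold change 4.24, limma adjusted p = 2.71e-11) and 81.9 ± 9.43 CPM after FT (3.78, limma adjusted p = 9.5e-11; SD, n = 3 each). At 1 and 2 weeks *Cdk1* was the only gene of the 8 that was DE, with log2 fold changes of 1.53 and 1.25 after HS and 1.56 and 1.12 after FT. The median of the 8 genes was 2.67 at 72 h, 0.31 at 1 week and 0.34 at 2 weeks after HS, and 2.74, 0.44 and 0.25 after FT. With columns scaled to 1 total *Fancd2* at 72 h after FT was 0.99, just under the 2-fold limit.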

A more in-depth time-course analysis of DE transcripts involved in the DNA damage pathway revealed a consistent deregulation that peaked 72 h after both HS and FT SCI (Figures 5B–I). Concomitant dysregulation of these genes pointed toward a potential involvement of *Brca1* as a key transcription regulator (Figure 5A).

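*Brca1* (chromosome 11 of GRCm38, 101488764 to 101551955) had 2.58 ± 0.443 CPM in NI, 13.8 ± 3.23 CPM at 72 h after HS and 12.7 ± 1.34 CPM at 72 h after FT (SD, n = 3 each). Its log2 fold change was 2.18 after HS (standard error 0.26, limma adjusted p = 2.92e-06) and 2.10 after FT (standard error 0.26, limma adjusted p = 5.38e-06). With 1 sample left out it stayed between 2.04 and 2.37 after HS and between 2.02 and 2.21 after FT. At 1 and 2 weeks it was 0.32 and 0.27 after HS and -0.07 and -0.16 after FT, and *Brca1* was not DE. From the joint change of the pathway genes, the paper proposes *Brca1* as a key transcription regulator.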

**Figure 5:**
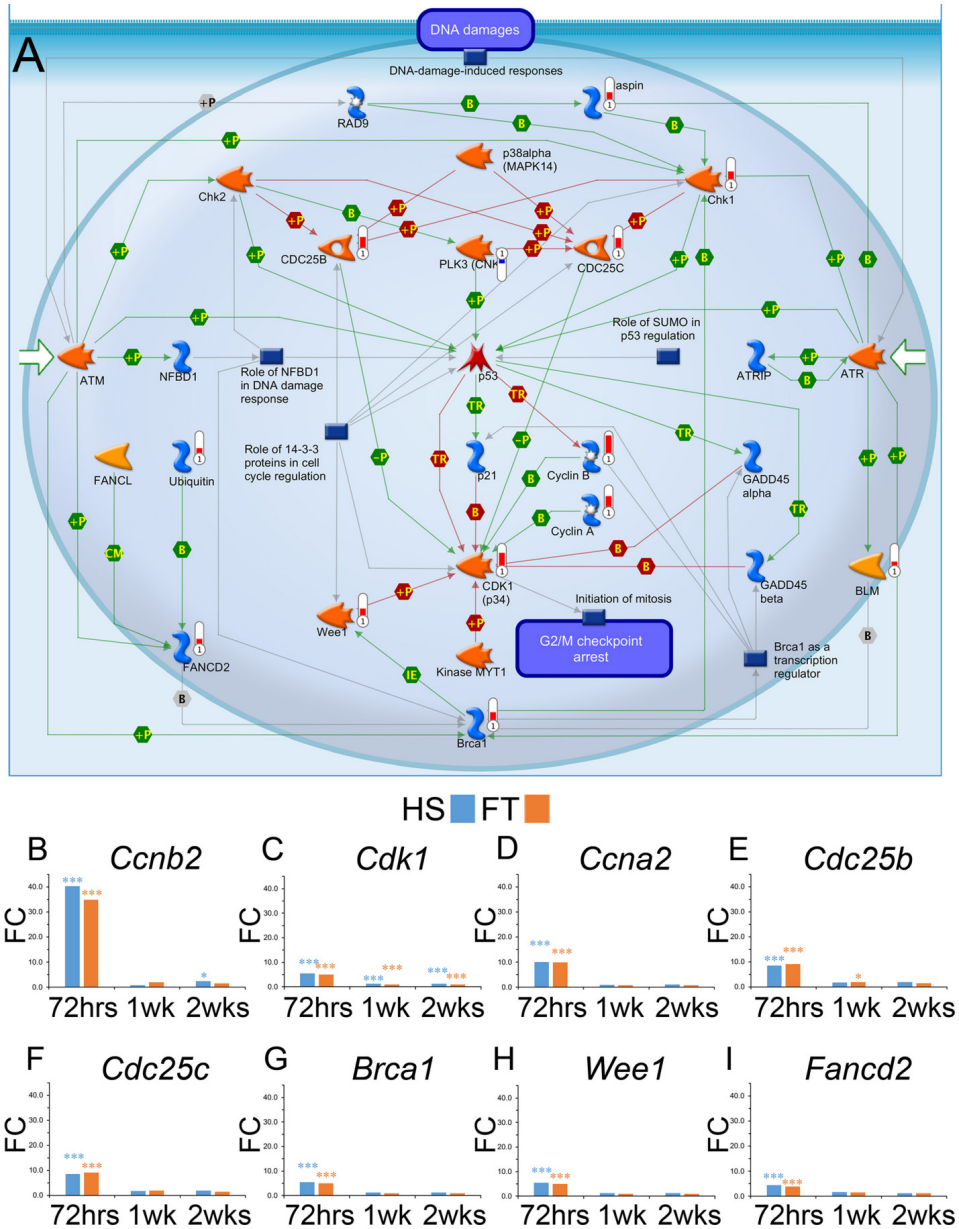
**Induction of DNA damage pathway genes in microglia after SCI**. Gene ontology pathway map analysis displaying the induction of DNA damage pathway in microglia after SCI **(A)**. Thermometers indicate deregulated transcripts (red, up-regulated; blue, down-regulated). Interactions between objects, green (positive or activation); red (negative or inhibition); gray (unspecified); B: Binding (physical interaction between molecules); 

Binding protein, 

Kinase, 

Generic enzyme. Bar graphs displaying over-expression of transcripts involved in DNA damage pathway at different time-points after HS and FT injuries **(B–I)**. Values are actual fold change, t-test between HS and FT at a given time point (^*^p < 0.05; ^***^p < 0.001).

To determine whether SCI-induced BRCA1 over-expression in microglia is observed across species, we carried out immunohistochemistry in spinal cord injured *Microcebus murinus*, a non-human primate (Figures 6A–I). Morphologically, BRCA1-positive microglia in *Microcebus murinus* could be subdivided into two groups: (a) ramified/resting with small cell bodies and thin-to-medium-size processes that were randomly distributed (Figure 6I), and (b) activated/amoeboid with enlarged cell bodies and short/thick processes (Figures 6C,F). Activated/amoeboid microglia were evident not only within the lesion site but also in the dorsal funiculus (Figures 6A–F), whereas only ramified microglia were observed caudal to the lesion (Figures 6G–I). To determine which cell population express BRCA1, we carried out immunohistochemistry using adjacent sections (Figures S6A–I), because autoflorescence in primate spinal cord prevented us from performing dual-label fluorescent immunostaining. IBA1 immunostaining demonstrated identical pattern and cell morphology to that of BRCA1, strongly suggesting microglial expression of BRCA1 in *Microcebus murinus*.

**Figure 6:**
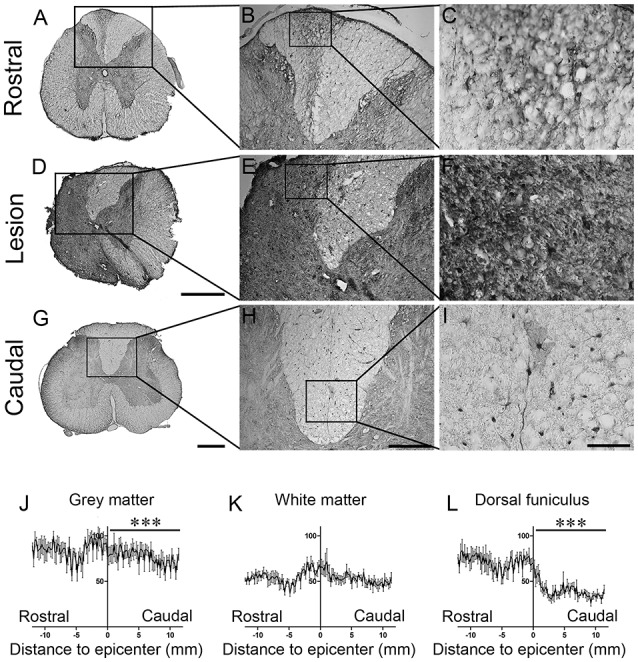
**Increased BRCA1 reactivity 3 months after SCI in *Microcebus murinus***. Bright field micrographs displaying BRCA1-positive microglia rostral **(A–C)**, within **(D–F)** and caudal **(G–I)** to the lesion site 3 months after spinal cord hemisection in *Microcebus murinus*. Note that BRCA1-positive microglia displayed a characteristic ramified morphology with long/thin processes caudal to the lesion sites **(I)**, whilst activated/amoeboid microglia had enlarged cell bodies with short/thick processes that were mainly evident within the dorsal funiculus rostral to the lesion site **(C)** and adjacent to the lesion epicentre **(I)**. Line graphs displaying quantitative assessment of BRCA1-positive microglia reactivity within the gray matter **(J)**, the white matter **(K)** and the dorsal funiculus **(L)** of the spinal cords at different distances to the lesion epicentre. Note the increase in BRCA1 reactivity within the gray matter and the dorsal funiculus **(l)** of the spinal cord rostral to the lesion site as compared to caudal regions after lesion. ^***^P < 0.001 paired *t*-test compared to similar distance rostral to the lesion site. Scale bar **(A,D,G)**, 500 μm; **(B,E,H)**, 200 μm; **(C,F,I)**, 50 μm.

Finally, quantitative analyses in *Microcebus murinus* demonstrated a pronounced increase in BRCA1 expression adjacent to the lesion site compared to rostral and caudal segments of the spinal cords both in the gray and the white matters (Figures 6J,K). In addition, increased BRCA1 expression was also found specifically within the dorsal funiculus rostral to the lesion site (Figures 6A–C,L).

These data demonstrate that BRCA1 overexpression is induced by SCI in microglia of both rodents and non-human primates.

## Discussion

Findings of the current study indicate that microglia undergo specific transcriptomic alterations after SCI and that these alterations are primarily driven by time after lesion, irrespective of injury severity. Importantly, SCI induces persistent expression of astrocytic markers in microglia, starting as early as 72 h after injury and maintained up to 6 weeks post-lesion (Figure 7). Microglia reaction after SCI also involves activation of DNA damage pathway in particular pointing toward *Brca1* in both rodents and non-human primates. These data, through the first transcriptomic analysis of microglia at multiple time-points after different lesion severity, provide novel insight into neuroinflammation following CNS lesion.

**Figure 7:**
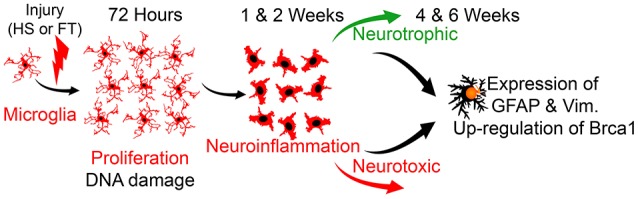
**Schematic cartoon illustrating microglial response after SCI**. Microglia undergo rapid proliferation post-injury, followed by a predominant role in neuroinflammation, irrespective of lesion severity. Early after SCI, microglia also express markers associated with DNA damage pathway and in particular *Brca1*. Microglia displayed a dual phenotype with increased expression of both pro- and anti-inflammatory factors after both HS and FT SCI. Concurrently, a small percentage of microglia co-express astrocyte-specific markers at acute and chronic stages after SCI.

### Microglia compose the majority of selected eGFP^high^ expressing cells

CX3CR1^+/eGFP^ transgenic mice express eGFP in CNS resident microglia and infiltrating monocyte-derived macrophages. The breakdown of blood spinal cord barrier induced by SCI permits the infiltration of blood monocytes, thus activated macrophages result from a mixed population of resident microglia and infiltrating blood-derived macrophages (Popovich et al., 1996). Therefore, we cannot exclude that our selected cells for RNA-Seq are contaminated with infiltrating monocytes.

Following SCI, an increase in CX3CR1 expression is observed from 72 h post-injury and is further amplified by 1 and 2 weeks (Donnelly et al., 2011). As all CNS macrophages (microglia and monocyte-derived macrophages) express CD11b, they are often discriminated based on the level of CD45 expression (recruited monocytes and activated microglia are CD45^high^ and resident microglia are CD45^low^) (Donnelly et al., 2011). In our study, at 72 h post-injury, it was possible to discriminate two populations of cells (CD45^high^ and CD45^low^), eGFP+ selected cells correspond to both populations, however, infiltrating monocyte-derived macrophages were not detected in the spinal cord lesion before 3 days post-injury (Popovich and Hickey, 2001). Thus, the level of contaminating macrophages is most likely very low.

In contrast, at 1 and 2 weeks post-injury this discrimination was not possible, however, eGFP+ selected cells for RNA-Seq had a CX3CR1^high^Ly6C^neg/low^ antigenic phenotype. Circulating monocytes include two principal subpopulations that both express CX3CR1, the so-called inflammatory monocytes (CX3CR1^low^Ly6C^high^) and a patrolling subgroup (CX3CR1^high^Ly6C^neg/low^ cells) (Geissmann et al., 2003). Using CX3CR1^+/eGFP^ mice to identify monocyte-derived macrophages in a model of contusion SCI through adoptive cell transfer and bone marrow chimera Blomster et al. identified that two subsets of monocytes (CD11b^+^/LY6C^high^/GFP^low^ and CD11b^+^/LY6C^neg/low^/GFP^high^ cells) were recruited in the injured spinal cord 1 week after injury (Blomster et al., 2013). Both subsets were observed around the lesion epicenter and CD11b^+^/LY6C^neg/low^/GFP^high^ macrophages were recruited with lower efficiency, indicating a preferential recruitment of inflammatory monocytes. This preferential concentration of infiltrating monocytes within the margins of the lesion had also been reported earlier using immunohistochemical analysis (Shechter et al., 2009).

Among the CD45^+^CD11b^+^ macrophages, the infiltrating Ly6C^−^Ly6G^+^ (Ly6C^+^, monocytic and Ly6G^+^, granulocytic subset) and Ly6C^+^Ly6G^−^ fractions similarly peaked at 12 h after SCI and returned to the non-injured level at 7 days, while Ly6C^−^Ly6G^−^ fraction increased gradually from 4 h to 7 days, however with a relatively low number of cell (Saiwai et al., 2013). The initial phase following SCI is associated with LY6C^high^CX3CR1^low^ macrophage infiltration corresponding to the “classically activated” cells, while the second phase is characterized by infiltration of LY6C^low^CX3CR1^high^, “alternatively activated” macrophages, which are anti-inflammatory. At 7 days post-injury, LY6C^low^CX3CR1^high^ indeed express anti-inflammatory cytokines (Shechter et al., 2013).

Taken together, since we have selected eGFP^+^ cells located in a 1 cm segment centered on the lesion site and that these cells were CD11^+^/LY6C^neg/low^/GFP^high^ we cannot exclude a low level of contamination with anti-inflammatory macrophages.

### Time-dependent transcriptomic responses in microglia after SCI

We report that responses of microglia after injury are time-dependent and primarily involve proliferation early after injury followed by neuroinflammation at more chronic stages after both HS and FT SCI. Although increased proliferation early after SCI might also be attributed to infiltrating monocyte-derived macrophages, a recent study has shown that CNS resident microglia can proliferate in the absence of peripheral monocytes (Elmore et al., 2014). Moreover, Greenhalgh and David (2014) reported greater proliferation of resident microglia compared to infiltrating monocyte-derived macrophages after SCI (Greenhalgh and David, 2014). Early microglial proliferation has been also reported in mouse models of Alzheimer's disease (Rodriguez et al., 2010) and multiple sclerosis (Ponomarev et al., 2005), suggesting that proliferation of microglia precedes their activation in multiple neuropathological conditions.

To our knowledge, microglia-specific transcriptomic analysis following SCI has not been reported. We recently demonstrated using RNA-Seq analysis of astrocytes at different stages after SCI that, in contrast to microglia, the astrocytic response is both time- and severity-dependent (Noristani et al., 2016). We also establish that SCI induces an astroglial conversion toward neuronal lineage with over 10% of astrocytes expressing classical neuronal progenitor markers with typical immature neuronal morphology (Noristani and Perrin, 2016; Noristani et al., 2016). Together, these findings suggest that glial cells undergo specific transcriptomic alterations after SCI with the microglial response predominantly influenced by the time post-lesion, and the astrocytic response influenced by both time and injury severity.

A prior flow cytometric analysis of microglia/macrophages following SCI revealed an up-regulation of neurotoxic factors (Kroner et al., 2014). However, this study probed only a small number of selected transcripts. Gene profile analysis using microarrays of the whole spinal cord have provided more global insights into SCI-induced gene changes; for example, Kirgel et al. described a predominant over-expression of neurotoxic genes following SCI (Kigerl et al., 2009). A recent RNA-Seq study characterized temporal genome-wide gene expression profiles in the whole rat spinal cord following contusive SCI (Shi et al., 2017). Most de-regulated pathways included immune response, MHC protein complex, antigen processing and presentation cytokine and/or chemokine activity. Spinal cord gene profiling following contusion SCI in non-human primate revealed that the inflammatory response is extended and the onset of glial scar formation is delayed when compared to rodents (Nishimura et al., 2014). Based on transcriptomic profiles the authors discriminated two distinct phases, an acute phase (0–2 weeks post-SCI) characterized by considerable gene expressions changes and a later “steady state” phase. Pathways that are de-regulated in the acute phase include immune responses and production of cytokines and reactive oxygen species (ROS). Using IBA1 immunohistochemistry, a marked infiltration of proliferative microglia/macrophages was reported at the lesion site 1 week after injury in common marmosets (*Callithrix jacchus*) that decreased at 2 weeks post-SCI and disappeared by 6 weeks.

In our study, microglia displayed a dual phenotype with an acute increase in anti-inflammatory factors followed by later upregulation of pro- and anti-inflammatory factors after both HS and FT SCI. These findings suggest a time-dependent shift induced by SCI in microglial phenotype toward a more pro-inflammatory function, as described in a mouse model of ALS (Gerber et al., 2012; Liao et al., 2012). In contrast, others had reported predominant pro-inflammatory activation of microglia after contusion SCI, which may be due to their focus on a relatively small number of selected transcripts rather than genome-wide analyses (Kigerl et al., 2009; Kroner et al., 2014). In addition, contusion injury causes greater inflammatory response, which may induce different effects on microglia activation.

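Of the 9 anti-inflammatory genes, 6 (*Il2rg*, *Il1rn*, *Alox15*, *Msr1*, *Igf1* and *Spp1*) were DE at all 3 times after both injuries. Of the 12 pro-inflammatory genes, 8 (*Ifitm3*, *Lyz1*, *Lyz2*, *Cybb*, *Mmp12*, *Clec7a*, *Cxcl10* and *Lgals3*) were DE in all 6 comparisons. *Cxcl9* was not DE at 72 h (-0.47 after HS and 0.00 after FT) and rose at 1 week by 1.29 and 2.32 and at 2 weeks by 2.89 and 3.22 on the log2 scale, after HS and FT. *Ifitm2* had the opposite course and was DE at 72 h only (1.99 after HS and 2.10 after FT). *Mmp12* reached its largest changes at 2 weeks (3.78 and 3.68) and *Arg1* at 72 h.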

So far, osteopontin (*SPP1*) is the only microglia-derived neurotrophic factor whose positive effect has been reported after SCI (Hashimoto et al., 2007). 

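*Igf1* (chromosome 10 of GRCm38, 87858265 to 87937042) had 7.62 ± 1.60 CPM (SD, n = 3) in NI and 199 ± 36 CPM (SD, n = 3) at 2 weeks after HS. Its log2 fold change was 3.50, 3.79 and 4.62 at 72 h, 1 week and 2 weeks after HS (limma adjusted p = 2.64e-09, 2.46e-08 and 1.09e-10) and 3.84, 4.57 and 4.68 after FT (limma adjusted p = 6.73e-10, 1.03e-10 and 5.14e-11). *Grn* (chromosome 11, 102430315 to 102437048) had 1639 ± 110 CPM (SD, n = 3) in NI and was DE in all 6 comparisons, with log2 fold changes of 1.56, 1.09 and 1.06 after HS and 1.69, 1.44 and 1.24 after FT. After quantile normalization the value of *Grn* at 72 h after HS was 0.85, under the 2-fold limit. *Arg1* was DE at 72 h only, and had 7.19 CPM at 1 week and 5.79 CPM at 2 weeks after HS, and 3.51 and 1.19 CPM after FT (means). Of the 14 factors that the Discussion names, 12 were DE at 72 h, 11 at 1 week and 10 at 2 weeks after HS, and 12, 10 and 10 after FT. Adjusted over the list alone these counts were 12, 13 and 11 after HS and 13, 10 and 11 after FT, for genes that the study chose on these samples.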

Here, we demonstrate significant increases in microglia-derived insulin-like growth factor 1 (*Igf1*), arginase 1 (*Arg1*) and progranulin (*Grn*) transcripts, among others, which possess neurotrophic effects both *in vitro* and *in vivo* (Deng et al., 2009; Ryan et al., 2009; Laird et al., 2010). Similarly, so far only 3 of microglia-derived pro-inflammatory factors have been investigated after SCI; namely interleukin-1β (Liu et al., 2008), matrix metalloproteinases 12 (*Mmp12*) (Wells et al., 2003) and NADPH oxidase 2 (*Cybb*) (Cooney et al., 2014). 

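*Lyz1* and *Lyz2*, neighbours on chromosome 10 of GRCm38 (117287797 to 117292868 and 117277331 to 117282321), had 131 ± 13.8 and 738 ± 61.7 CPM in NI (SD, n = 3). *Lyz2* reached 4954 ± 1985 CPM at 1 week after FT and 3705 ± 260 CPM at 2 weeks (SD, n = 3 each). Both were DE in all 6 comparisons, and reads could have been split between these paralogs. *Cxcl10* (chromosome 5, 92346638 to 92348889) rose from 14.8 ± 2.36 CPM in NI to 90.5 ± 9.64 CPM at 72 h after HS (limma adjusted p = 8.39e-06) and 117 ± 48.2 CPM at 2 weeks after FT (limma adjusted p = 5.24e-06; SD, n = 3 each). *Cxcl9* (chromosome 5, 92321347 to 92328079) had 1.47 ± 0.737 CPM in NI, 0.878 ± 0.314 CPM at 72 h after HS and 13.9 ± 2.66 CPM at 2 weeks after HS (limma adjusted p = 3.38e-07; SD, n = 3 each). *Ifitm3* was DE in all 6 comparisons, from 56.0 ± 10.2 CPM in NI to 319 ± 107 CPM at 72 h after FT (SD, n = 3 each). *Ifitm1* was at 0.490 ± 0.0212 CPM in NI and 17.4 ± 18.9 CPM at 72 h after FT (SD, n = 3 each), and was DE at 72 h after both injuries and at 1 week after HS.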

Here we report over-expression of additional microglia-derived proinflammatory transcripts involved in immune/inflammatory response including lysozyme 1 and 2 (*Lyz1* and *Lyz2*), chemokine (C-X-C motif) ligand 9 and 10 (*Cxcl9* and *Cxcl10*), interferon-induced transmembrane protein 1, 2 and 3 (*Ifitm1, Ifitm2*, and *Ifitm3*) after injury, some of which have been shown to inhibit neurite outgrowth *in vitro* and *in vivo* (Ibi et al., 2013). Thus, our results highlight new target genes and raise the possibility that modifying the expression of these transcripts in microglia may reveal their precise contribution in SCI pathophysiology.

An on-going challenge in studying SCI-induced neuroinflammation is the difficulty to discriminate between CNS resident microglia and infiltrating peripheral macrophages, even if recent findings have proposed specific markers to distinguish between these cell types (Chiu et al., 2013; Butovsky et al., 2014; Gosselin et al., 2014; Bennett et al., 2016). Using these markers, Butovsky and colleagues reported clear distinctions in the transcriptomic profile of microglia and macrophages (Butovsky et al., 2014). Furthermore, a recent report suggests that Arg1 is exclusively expressed in infiltrating macrophages, but not microglia, after SCI (Greenhalgh et al., 2016). We have used CX3CR1^+/eGFP^ mice that express eGFP in microglia, monocytes as well as in a subsets of natural killer cells and dendritic cells (Jung et al., 2000). However, microglia display enlarged cell morphology and higher eGFP expression compared to peripheral infiltrating macrophages and we were able to use these properties to preferentially isolate microglia after SCI using flow cytometry selection (Figure S2).

### SCI induces an autologous expression of astrocytic markers in microglia

We also demonstrate injury-induced expression of classical astrocyte-specific markers in a sub-population of microglia. Astroglial markers in microglia were localized within 500 μm of the lesion epicenter, where the highest density of inflammatory cells is found. *In vitro* studies support the ability of microglia to differentiate into GFAP-positive cells through bone morphogenetic protein (BMP) and *Sox2* signaling pathways (Niidome et al., 2008; Nonaka et al., 2009). However, we found no changes in microglia expression of *Sox2* and *BMP* transcripts after injury, suggesting that other signaling pathways may be involved in SCI-induced microglia expression of astrocytic markers *in vivo*. 

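*Sox2* (chromosome 3 of GRCm38, 34650405 to 34652461) had 1.25 ± 0.543 CPM (SD, n = 3) in NI. Its log2 fold change was -0.76, -0.998 and -0.94 at 72 h, 1 week and 2 weeks after HS and -0.58, -0.42 and -0.99 after FT, with limma adjusted p-values of 0.138 or more. Of 10 genes (*Sox2* and 9 Bmp genes), 7 were in the table, namely *Sox2*, *Bmp1* to *Bmp5* and *Bmp8b*. None was DE in the 6 comparisons, where 1 or 2 of the 7 had an unadjusted p under 0.05, and 0 passed when adjusted over the list alone. *Bmp1* had the smallest adjusted p-values, at 72 h, with log2 fold changes of 0.61 after HS (limma adjusted p = 0.0242) and 0.69 after FT (limma adjusted p = 0.0132), under the 2-fold limit. The median of the list was between -0.48 and 0.26 and changed sign between comparisons.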

Increased expression of microglial *Gfap, Vim* and *Serpina3n* transcripts was also reported in a mouse model of ALS (Chiu et al., 2013), whilst *in vivo* microglial transformation into astrocyte-like cells were found in a rat model of the disease (Trias et al., 2013). Co-expression of microglia and astrocytic markers has been also found in neoplastic glioblastoma multiform cells associated with increased inflammation (Huysentruyt et al., 2011). Other studies had also shown vimentin expression in reative microglia following injury (Graeber et al., 1988; Wohl et al., 2011). Furthermore, gene expression profiling of primary lymphomas of the CNS (PCNSL) demonstrated that macrophages, activated microglia, and reactive astrocytes within PCNSL samples were SERPINA3-positive (Montesinos-Rongen et al., 2008). Altogether, these findings suggest that pronounced inflammation triggers microglial expression of astrocytic markers. However, it is important to note that SCI-induced astrocytic transcript and protein expression in microglia is restricted to markers of astrogliosis, such as *Gfap, Vim* and *Serpina3n*. Other astrocytic markers necessary for physiological functions of astrocytes including glutamine synthetase (*Glul*), *S100b* and glutamate transporters (*Slc1a1, Slc1a3*), were not altered in microglia after SCI.

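*Glul* (chromosome 1 of GRCm38, 153899944 to 153909723) had 741 ± 8.32 CPM (SD, n = 3) in NI and means of 598, 606 and 573 CPM at 72 h, 1 week and 2 weeks after HS. After FT its means were 476, 581 and 495 CPM, and at 72 h the log2 fold change was -0.65 (standard error 0.22, limma adjusted p = 0.0368), under the 2-fold limit. *S100b* had 55.5 ± 11.02 CPM (SD, n = 3) in NI and means between 27.9 and 34.8 CPM in the injured groups, with log2 fold changes between -1.22 and -0.67 and a smallest limma adjusted p of 0.163. *Slc1a1* went from 2.51 CPM in NI to 1.24 CPM at 72 h after HS (-0.81, limma adjusted p = 0.0527). *Slc1a3* (chromosome 15, 8634124 to 8710764) had 122 ± 7.37 CPM in NI, 67.5 ± 9.77 CPM at 72 h after HS (-0.85, limma adjusted p = 0.00147) and 76.5 ± 14.0 CPM at 72 h after FT (-0.68, limma adjusted p = 0.00939; SD, n = 3 each). *Slc1a3* also stayed under the 2-fold limit. The median of the 4 genes was negative in all 6 comparisons. None of the 4 was DE, with 2, 0 and 1 of them at an unadjusted p under 0.05 after HS and 2, 0 and 1 after FT, and 0 passed when adjusted over the list alone. Among the markers of astrogliosis, *Gfap*, *Vim* and *Serpina3n*, 3, 2 and 1 were DE after HS and 3, 3 and 2 after FT.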

The potential role of SCI-induction of astrocytic markers in microglia is currently unknown, although it may suppress the pro-inflammatory pathway. In support of this possibility, hemisected CX3CR1^+/eGFP^ mice that showed a greater SCI-induced increase in astrocytic markers in microglia also displayed reduced microgliosis compared to Aldh1l1-EGFP mouse strain (Noristani et al. unpublished observations). Further studies using cell-specific transcriptomic analysis of microglia that express SCI-induced astrocytic markers are required to uncover their precise involvement in SCI pathophysiology. Alternatively, forced expression of astrocytic markers in microglia could also be used in future studies to investigate the functional role of upregulation of these proteins following SCI.

### Brca1 over-expression in microglia after SCI

We identified the involvement of DNA damage pathway and in particular concomitant changes in the expression level of *Cdk1* (cyclin-dependent kinase 1) and *Brca1* in microglia following SCI. *Cdk1* phosphorylates BRCA1, which reduces BRCA1 activity and function (Johnson et al., 2011). These findings are in line with our previous study in which we reported increased *Brca1* transcript expression in microglia of hSOD1^G93A^ mice, an ALS mouse model, compared to wild type control microglia (Noristani et al., 2015b). Furthermore, *in silico* comparison with data from Chiu et al. (2013) confirmed an age-dependent increase in *Brca1* expression in microglia in a mouse model of ALS (Chiu et al., 2013). Further support for microglia *Brca1* involvement after SCI was found through the dysregulation of over 65% genes linked to *Brca1* and belonging to the DNA damage pathway. 

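The median of the 27 map genes at 1 and 2 weeks was 0.11 and 0.17 after HS and 0.07 and 0.10 after FT. Only *Cdk1* was DE at these times. A total of 2 genes was called after quantile normalization, by the edgeR likelihood ratio test and by DESeq2, and 4 when each comparison was fitted with its own samples only. Of the 27 genes, 4 also belong to the proliferation and metaphase checkpoint lists, and all 4 were higher at 72 h. Of the other 23 genes, 9 were higher and 1 lower after HS at 72 h, with a median of 0.44, and 7 were higher and 1 lower after FT, with a median of 0.35.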

Using TUNEL assay to reveal DNA fragmentation in apoptotic cells, Greenhalgh and David (2014) had shown that infiltrating macrophages are more susceptible to apoptosis than CNS resident microglia after SCI (Greenhalgh and David, 2014). Such increased vulnerability to apoptosis is partially due to their reduced proliferation, which in turn increases phagocytic load and intracellular stress in macrophages compared to resident microglia (Greenhalgh and David, 2014).

Here we have shown BRCA1 expression at protein level in *Microcebus murinus*. These data further support our previous study on BRCA1 as a novel microglial marker in human spinal cord (Noristani et al., 2015b). SCI-induced increase in BRCA1 expression in *Microcebus murinus* is also in agreement with our earlier study in which we reported increased BRCA1 expression in ALS spinal cords (Noristani et al., 2015b). BRCA1 is involved in multiple functions including transcription regulation, cell cycle progression, DNA repair (Mantha et al., 2014) and protection against oxidative stress (Bae et al., 2004; Vurusaner et al., 2012). In particular, ROS (reactive oxygen species) play important roles in both pro- and anti-inflammatory states of microglia (David and Kroner, 2011). The functional role of BRCA1 in microglia after SCI remains to be determined, however, one hypothesis may represent an antioxidative defense mechanism.

*Brca1* knockout mice are embryonically lethal (Liu et al., 2014) whereas transgenic mice with reduced *Brca1* expression specifically in neural progenitor cells display increased apoptosis and only survive untill postnatal day 19 (Pao et al., 2014). BRCA1 has also been implicated in the absence of neural tube closure in spina bifida meningomyelocele (Gowen et al., 1996; King et al., 2007).

## Conclusion

In conclusion, our data highlight that responses of microglia following injury are time-dependent with a sequential proliferation and over-expression of anti-inflammatory factors immediately following injury, followed by concomitant upregulation of both pro- and anti-inflammatory factors, irrespective of lesion severity. In addition, we demonstrate injury-induced expression of classical astrocytic markers in microglia starting as early as 72 h post-lesion and continuing up to 6 weeks, after both moderate and severe SCI. Furthermore, we identify the potential involvement of DNA damage pathway and specifically *Brca1* in microglia following SCI. We finally confirm BRCA1 expression in microglia that is significantly increased in a non-human primate model of SCI. The up-regulation of *Brca1* in SCI-microglia could be anecdotal, but we already demonstrated using a similar transcriptomic approach that BRCA1 is up-regulated in human microglia of ALS patient (Noristani et al., 2015b). In summary, our data represent the first microglia transcriptomic analyses at multiple time-points after different lesion severity and provide new insight into their response after SCI.

## Author contributions

HN participated in the design of the study, performed majority of the experiments, analyzed the data and contributed to the writing of the manuscript; YG participated in mouse SCI, flow cytometry and Brca1 analysis in *Microcebus murinus;* JS participated in mouse SCI and flow cytometry; NL participated in *Microcebus murinus* SCI; ML, participated in *Microcebus murinus* SCI and data analysis; NM, participated in *Microcebus murinus* management; HH participated in mouse colony management, flow cytometry and data analysis; FP conceptualized the research, designed the project, participated in the analysis and data interpretation, drafting the work and final approval.

## Funding

This work was supported by the Spanish Government, Plan Nacional de I+D+I 2008-2011 and ISCIII- Subdirección General de Evaluación y Fomento de la investigación (PI10/00709) [to FP] and the Government of the Basque Country grant (Proyectos de Investigacion Sanitaria and Fondo Comun de Cooperacion Aquitania-Euskadi) [to FP], the French Government, ANR-FNS grant, GliALS (N° ANR-14-CE36-0009-01) [to FP], the patient organizations “Demain Debout Aquitaine” [to YG and HN] and “Verticale” [to FP and HN].

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

ALS: amyotrophic lateral sclerosis
BMP: bone morphogenetic proteins
Brca1: breast cancer susceptibility gene 1
CNS: central nervous system
CPM: counts per million
eGFP: enhanced green fluorescent protein
FACS: fluorescence-activated cell sorting
FC: fold-change
FT: full transection
GFAP: glial fibrillary acidic protein
HS: hemisection
MMRRC: Mutant Mouse Regional Resource Centre
NI: non-injured
PBS: phosphate base saline
PFA: paraformaldehyde
RNA-Seq: RNA sequencing
SCI: spinal cord injury
SEM: standard error of the mean.

How the deposited data were processed for this re-analysis (not part of the article)

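The study deposited 1 table with 16810 genes and 20 columns, which were mapped to 7 groups by their labels. The signal values were made by the authors before they were deposited: reads were trimmed, mapped with TopHat to mm10 and counted per gene with HTSeq, genes with at least 10 reads in at least 2 replicates were kept, and counts were normalized by library size with edgeR. The unit of the values was planned as unknown, since no label states it, and the values themselves were then examined. Each column is made of whole multiples of 1 step: 336162 of 336200 values (99.989%) were whole after division by the step, within a tolerance of 0.001 step. The values are therefore reads divided by the library size times its edgeR factor, in CPM as in Table S3, and whole reads were recovered for tests that need counts. The strandedness of the libraries and any sequencing batch are not stated.

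Gene symbols of the table were matched to GRCm38 coordinates in GENCODE vM21 (15729 genes), or through synonyms (16750 in all). Emr1 is listed under that name for Adgre1, and Chi3l3 for Chil3.

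The planned fit takes log2 of the value plus 0.5 CPM and uses limma 3.58.1 with an intensity trend, 1 mean per group and all 20 samples. A gene is differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 over 16810 genes and a change of at least 2-fold. Each injured group was compared with NI, FT with HS at each time, and the times with each other. These choices, the alternatives and the lists from the paper were set before the data were examined. The alternatives were 0.1 or 1 CPM added, genes with at least 1 CPM in at least 2 samples, only the samples of the 2 groups compared, median-of-ratios or quantile scaling, no fold limit, a replicate block, the quasi-likelihood and likelihood ratio tests of edgeR 4.0.16 and DESeq2 1.42.0 on recovered reads, and leaving out each sample. Columns scaled to 1 total were added after seeing the data. Counts were also simulated to test the fits.

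Gene lists were tested with camera at a preset correlation of 0.01, and with an estimated correlation and fry as alternatives. Adjustment was over 192 tests against NI and 96 tests of severity. The lists from the paper are the inflammatory lists of Fig. 2, the cell markers, the DNA damage genes, the Table S2 pathways (metaphase checkpoint, complement and interferon, extracellular matrix, neural stem cell lineage, cytoskeleton, synaptic vesicle, oxidative phosphorylation), and the Discussion genes. Lists written from general knowledge cover proliferation, homeostatic microglia, monocytes and macrophages, neutrophils, lymphocytes, endothelium, erythroid cells, abundant astrocyte, neuron and oligodendrocyte genes, immediate-early and heat-shock genes, and sex. A list of p53 targets was added after seeing the data. Of 345 listed genes, 333 are in the table.

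Genes are named if the Results, Discussion, Figs. 2, 3A-B and 5 or the FT versus HS sheets of Table S1 name them for RNA-Seq. In each comparison with NI, the largest rise and the largest fall are also named, among DE genes whose injured samples all lie beyond all NI samples and whose mean is at least 1 CPM in 1 group. Other genes are named after their values were seen. Distances were compared by permutation (100000 draws, one-sided). Whole reads were thinned to the smallest library in 10 draws. A fold against a group with at most 3 reads per sample depends on the value added. FT and HS at 72 h and 2 weeks were also compared with samples paired by number, added after seeing the data. The edgeR likelihood ratio test called 3127, 469 and 630 genes after HS and 2397, 890 and 1008 after FT, at 72 h, 1 week and 2 weeks.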

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

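The tests of column scaling, of 2 against 3 samples, of the immediate-early and heat-shock genes, of astrocyte RNA, of p53 targets and of single samples and monocytes for Gpnmb were chosen only after the result was seen.

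More DE genes were higher than lower in all 6 comparisons with NI. With every column scaled to 1 total, most were lower in 5 of them, but a factor common to all genes of a column gives this by construction, so it decides nothing. The scalings set beforehand (quantile and median of ratios) kept most higher in all 6. Only a common factor in the scaling of the columns cannot be told apart, because the totals differ between NI and injured samples and no external standard fixes the scale. With the 100 most abundant genes left out of the total, the share of higher genes lay within 10 percentage points of the share on the deposited scale in 0 comparisons, but it rose above that with 1 total in all 6 (24.71%, 66.85% and 52.28% after HS, 28.62%, 46.05% and 44.09% after FT). A few abundant genes taking reads cannot be told apart either, since they account for part of the gap between the scales.

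At 72 h more genes were DE after HS than after FT. Depth was one candidate explanation, and with all samples thinned to the smallest the median difference was 356.5 genes, so it was excluded. At 1 week FT exceeded HS by a median of 317 genes after thinning, which excludes depth there. With only 2 FT samples the lowest FT count was 476, above the 367 after HS, so in this fit the number of samples alone does not account for the order. The order reversed with only the samples of the 2 groups compared, where 651 genes were DE after HS, 58 more than after FT. Thinning left 31.05% of the squared distance to time.

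Over both injuries, 731 genes differed between 72 h and 1 week, and 1 of 100 splits gave as many, the real one included. Between 2 weeks and 1 week 19 genes differed, and 6 of 100 splits gave as many, which is the range of random grouping. At an unadjusted p under 0.05, FT against HS over the 3 times was reached by 57 of 100 splits.

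Gpnmb had the largest rise at 1 and 2 weeks. From 2.91 ± 0.403 CPM in NI (SD, n = 3) its log2 fold change was 5.03 at 1 week and 6.16 at 2 weeks after HS (limma adjusted p = 3.67e-09 and 7.13e-12) and 6.20 and 6.11 after FT (limma adjusted p = 6.19e-12 and 1.26e-11). The paper does not discuss it. A single injured sample with a high value is excluded as the source of the rise. At 2 weeks after both injuries and 1 week after FT the lowest log2 fold change with 1 injured sample left out was 6.04. At 1 week after HS no injured sample could be left out, and the lower of the 2 lay 4.48 log2 above the highest NI sample. Monocytes or macrophages carried into the samples cannot be told apart from a change in microglia, with a monocyte list median of 0.29 at 2 weeks after FT.

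At 2 weeks after FT, 14 of 18 abundant astrocyte genes were lower than NI, while Gfap, Vim and Serpina3n rose at 72 h. More RNA of astrocytes with the NI profile would raise the 18 genes as far as Gfap (log2 fold change 2.20 after HS and 2.86 after FT at 72 h). Their highest mean in a sample at 72 h lay at -0.34 log2 from the NI mean, which argues against it. Astrocytes whose profile changed after injury stay open. A common loss of astrocyte, neuron and oligodendrocyte RNA was tested on the astrocyte minus oligodendrocyte score. At 1 and 2 weeks 10 of 11 samples lay below all NI samples (exact permutation test, two-sided, p = 0.0192, 11 against 3 samples), which excludes an equal loss. At 72 h 3 of 6 did (exact permutation test, two-sided, p = 0.381, 6 against 3 samples), and there the explanations cannot be told apart. No scaling accounts for the fall, with a highest median of -0.86, and 0 of 10000 random lists matched for length and expression reached the median at 2 weeks after FT.

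The 20 immediate-early and heat-shock genes had a median log2 difference of -1.83 between FT and HS at 1 week, with 0 genes DE, 12 adjusted over the list alone and 13 at an unadjusted p under 0.05 (limma camera, Benjamini-Hochberg, adjusted p = 1.74e-16; not held under fry, 0.707, or with an estimated correlation, 0.491). Differences between samples that do not follow severity may explain it. The list's mean ranged over 2.35 between the FT 1 week samples and over 2.90 between the FT 2 weeks samples. Both ranges lie beyond the gap of 1.69 between the groups compared. The HS 1 week samples, in contrast, ranged over 0.116 only. Severity cannot be told apart, with a median of -0.30 at 2 weeks. Gene length and expression level are excluded, with 0 of 10000 random lists as extreme.

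At 72 h after HS, 38 of 40 oxidative phosphorylation genes were higher than NI, a list in Table S2 that the text does not discuss. The study picked this list from these samples, so that the count is not independent evidence. Random lists matched for gene length and expression level had a median of 0.78 against 1.26 for the list, and 0 of 10000 were as extreme, so these are excluded as the whole cause only. The scaling was not excluded, with 14 genes after quantile normalization.

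The DNA damage map genes that rose at 72 h could reflect cell division. Outside the proliferation and metaphase checkpoint lists, 9 of 23 map genes were higher after HS. A gene outside these lists can still serve cell division, so this count cannot tell the explanations apart. The rule for reading the count was loosened after the value was seen. A p53 response cannot be told apart either: the median of its targets was -0.046, but its members went both ways, with Bax (1.10) and Ccng1 (1.18) higher.

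With 3 samples against 3 only 10 splits exist, so the share is never under 0.1 and the splits alone decide nothing. The real split alone (1 of 10) gave the DE counts against NI at 72 h and 2 weeks after HS and at all 3 times after FT, and that between 72 h and 1 week after FT. For 72 h and 2 weeks after either injury against NI, each of the other 9 splits gave 0 genes (at most 1744 at an unadjusted p under 0.05, against 6608, for 72 h after HS). At 1 week after FT another split gave 120 genes, and 3737 against 3064 at an unadjusted p under 0.05. The real split alone also gave the called genes of the proliferation, anti-inflammatory, pro-inflammatory, DNA damage and oxidative phosphorylation lists at 72 h, and the lower astrocyte genes at 1 week after FT and 2 weeks after both injuries. Between 2 weeks and 1 week after FT it was 2 of 10. At an unadjusted p under 0.05, FT against HS gave 9 of 10 at 72 h and 7 of 10 at 2 weeks.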

How the results depend on the processing

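The tests with columns scaled to 1 total and with FT and HS samples paired by number were chosen only after the result was seen. Unless stated, the cause of a change was not tested.

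Without a fold limit, which by construction adds genes, the DE counts were 4586 and 840 at 72 h and 2 weeks after HS and 4062, 1182 and 1373 after FT at 72 h, 1 week and 2 weeks, with 297 genes at all 3 times after both injuries and 769 after FT. With columns scaled to 1 total they were 3812 after HS and 3352 after FT at 72 h. The share of higher genes was then 16.24%, 53.32% and 35.99% after HS and 18.5%, 26.05% and 25.95% after FT, and it reversed in all but the second. By construction this scaling lowers injured values, whose totals were larger.

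With only the samples of the 2 groups compared, 651 genes were DE at 1 week after HS, 60.52% of them higher, and HS exceeded FT by 58, a reversal. The cell markers called rose from 3 to 5, as they did with columns scaled to 1 total, and the DNA damage genes called at 1 or 2 weeks rose from 1 to 4. Quantile normalization gave 1 DE gene between FT and HS at 1 week, shares of 57.94% at 72 h and 65.5% at 1 week after HS, 2 DNA damage genes later, and 14 and 9 oxidative phosphorylation genes at 72 h after HS and FT. These were 6 and 1 with columns scaled to 1 total, against 38 and 28.

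The edgeR likelihood ratio test called 8 genes between FT and HS at 1 week and 1 at 2 weeks, with a share of 54.3% at 72 h after HS and 2 DNA damage genes later. DESeq2 called 7 and 1, and also 2 DNA damage genes.

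The proliferation list kept its medians of 0.26 at 1 week after HS, 0.25 at 1 week after FT and 0.29 at 2 weeks after FT, but lost its calls with an estimated correlation (camera unadjusted p = 0.32, 0.374 and 0.262) and under fry (0.125, 0.14 and 0.0569). With columns scaled to 1 total the FT medians reversed, to -0.082 and -0.037, by construction: all genes had medians of -0.3235 and -0.3623, and the list stayed above them (camera unadjusted p = 0.0171 and 0.00213). Gfap at 2 weeks after HS, 0.03, reversed after quantile normalization (-0.10), by the edgeR quasi-likelihood (-0.0102) and likelihood ratio (-0.0109) tests, by DESeq2 (-0.0166) and with columns scaled to 1 total (-0.29).

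Leaving out 1 sample moved the DE count at 1 week after FT from 476 (FT 1 week replicate 3) to 1068 (FT 1 week replicate 1). Between FT and HS it gave 0 to 1 genes at 72 h (1 without HS 72 h replicate 2) and 0 to 1 at 1 week (1 without FT 1 week replicate 1). The share of higher genes ranged from 72.33% to 86.38% at 2 weeks after HS and from 58.8% to 80.94% at 1 week after FT. HS minus FT at 72 h ranged from -103 (HS 72 h replicate 1) to 600.0 (HS 72 h replicate 3). DNA damage genes later ranged from 1 to 2 and cell markers from 1 to 3. Gfap at 2 weeks ranged from -0.27 to 0.19 after HS and from -0.52 to 0.0235 after FT. Leaving out an HS 1 week sample leaves 1 in that group, so its calls are not given.

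The samples share only a replicate number. Residuals of samples with the same number had a median correlation of -0.00227 (57 pairs) against -0.00621 for other pairs (114). For the same number it was 0.144, 0.270 and 0.182 between HS and FT at 72 h, 0.154, 0.326 and 0.122 between HS at 2 weeks and FT at 72 h, and 0.152 and 0.255 between HS at 72 h and 1 week, but -0.153, -0.210 and -0.359 between HS at 72 h and FT at 1 week. Whether numbers pair the samples stays open. FT against HS, paired by number, gave 0 DE genes at 72 h (781 at an unadjusted p under 0.05, against 287 to 518 under the 5 other matchings) and 0 at 2 weeks (540, against 281 to 1029, where 1 other matching gave 8 DE genes). With a replicate block Serpina3n was no longer DE at 1 week after HS (3.03) and 2 weeks after FT (2.31).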

Differences from the paper's values

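No tests in this part were chosen only after the result was seen. The alternatives set before the data were examined that bring a value to the paper's are named with it; causes were not tested.

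The paper gives 8 DE genes between FT and HS at 1 week and 1 at 2 weeks, against 0 and 0 here. The edgeR likelihood ratio test gave 8 and 1 and DESeq2 gave 7 and 1. Fig. 1, read by eye, shows about 1400 lower genes in the paper at 72 h after HS, against 701 here, and about 300 at 1 week after FT, against 199 here. The first gap closed with 0.1 CPM added, without a fold limit, and with edgeR (both tests) and DESeq2. The second closed with quantile normalization, without a fold limit, and with edgeR (both tests) and DESeq2. The paper gives 225, 37 and 249 genes at all 3 times in both injuries, HS alone and FT alone, against 192, 27 and 199 here. The edgeR likelihood ratio test gave 223, 39 and 250, and DESeq2 gave 229, 37 and 235.

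Fig. 5, read by eye, shows Cdk1 in the paper at a fold of about 5.4 after HS and about 5.0 after FT at 72 h, against 18.9 and 13.7 here, and none of the alternatives closed the gap (17.0 to 21.7 and 12.7 to 15.1). For Cdc25c after FT Fig. 5, read by eye, shows about 9.0 in the paper, against 5.57 here. For Wee1 it shows about 5.4 after HS and about 5.0 after FT in the paper (Fig. 5, read by eye), against 3.55 and 3.18 here. The bars of Cdk1 and Wee1 were read at the same heights as those of Brca1. In Table S1 the paper's log2 fold changes of Cdk1 are 4.41 after HS and 3.91 after FT, against 4.24 and 3.78 here, which do not differ, and those of Wee1 are 2.17 and 1.97, against 1.83 and 1.67 here. The gaps of Cdc25c and Wee1 in Fig. 5 narrowed with 0.1 CPM added, quantile normalization, edgeR (both tests) and DESeq2.

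In Table S1 the paper's log2 fold change of Hspa1l between FT and HS at 1 week is -2.34, against -1.92 here. It closed with 0.1 CPM added, quantile normalization, the replicate block, edgeR (both tests) and DESeq2. For Arg1 at 72 h after FT the paper has 4.89, against 4.11 here. For Ccnb2 it has 5.34 after HS and 5.13 after FT, against 4.88 and 4.71 here, and for Ccna2 after HS 3.33, against 3.00 here. For Cdc25c after HS the paper has 3.02, against 2.496 here. These values closed with 0.1 CPM added, edgeR (both tests) and DESeq2. For Cdc25c after FT the paper has 2.92, against 2.48 here, which closed with the same settings and quantile normalization. For Brca1 after HS the paper has 2.46, against 2.18 here, which closed with those and also the median of ratios.

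In Table S3 the paper's mean CPM of Plau is 68.9, 113 and 139 after HS at 72 h, 1 week and 2 weeks, against 28.1, 40.2 and 52.99 here, and 63.8, 61.5 and 142 after FT, against 24.0, 28.8 and 61.6 here. For Ly6c2 the paper has 14.8 in NI, 10.4, 6.65 and 10.7 after HS and 12.3, 6.17 and 13.2 after FT, against 1.079, 1.67, 2.44, 2.72, 4.64, 1.008 and 1.91 here. For Cth the paper has 0.418 in NI, 2.74 and 0.128 at 72 h and 1 week after HS, and 1.91 and 0.142 at 72 h and 2 weeks after FT, against 1.01, 0.475, 0.693, 0.460 and 0.644 here. In 7 of 7 groups these means equal those of Plaur, Ly6c1 and Cthrc1 in the table used here. For S100b the paper has 11.5 and 8.13 at 72 h and 1 week after FT, against 30.0 and 34.8 here; the paper's mean equals the SD here in 4 groups. No alternative applies to a mean. Of the 105 genes of Table S3, 101 or 102 means per group equal those here. The standard errors at 1 week after HS match for 102 genes with 2 samples, where the paper states 3 replicates.

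The paper states no change in neuronal, astrocytic and oligodendrocyte markers. Aqp4 was called lower here at 2 weeks after both injuries. The call after HS was lost with 0.1 CPM added, with only the samples of the 2 groups compared and with the median of ratios. It was also lost with edgeR (both tests) and DESeq2. The mean of Mog was lower in every injured group (10.5 to 16.8 CPM, against 36.6 CPM in NI). The paper gives 9 of 12 pro-inflammatory genes at 72 h after HS, against 10 here. It gives 17 of 26 DNA damage genes, against 14 of 27 here at 72 h after HS. The paper reports no change in the other astrocyte-specific transcripts of its Table S3. Of the 18 abundant astrocyte genes, 14 were lower here at 2 weeks after FT. That list was written here and is not the paper's, so the count does not contradict the paper's statement. The sheets of Table S1 against NI were read in part, with 1997 of 3100 genes at 72 h after HS and 1998 of 2395 after FT, and their overlap was not tested.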

Other observations

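The lists here were written from general knowledge, except those of Table S2, and the p53 tests were chosen only after the result was seen. Genes are named after their values were seen.

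The 12 homeostatic microglia genes had medians of -0.35, -0.39 and -0.37 at 72 h, 1 week and 2 weeks after HS, and -0.30, -0.21 and -0.44 after FT. Tmem119 fell by 1.22 and 1.13 at 72 h after HS and FT, Fcrls rose by 1.51 and 1.61, and P2ry12 fell by 1.11 at 2 weeks after FT, on the log2 scale. Over the 6 comparisons 2, 0, 0, 2, 1 and 1 of these genes were DE, and adjusted over the list alone 2, 1, 0, 2, 1 and 1 passed. Quantile normalization, an alternative set beforehand, gave medians of -1.12, -0.69 and -0.82 after HS and -1.03, -0.71 and -0.99 after FT, with 7, 4, 4, 7, 3 and 5 genes DE, so the size of the fall depends on the scaling. With columns scaled to 1 total 6 were DE at 72 h after each injury.

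Of 10 monocyte and macrophage genes, 5 were higher at 72 h after HS and 7 after FT, with medians of 0.87 and 1.66, and the same numbers adjusted over the list alone. Lyz2, Ccr2 and Chi3l3 of that list are also on the paper's own lists. Camp, a neutrophil gene, fell by 2.04 at 72 h after HS, and Nkg7, a lymphocyte gene, rose by 1.55 at 72 h after FT. Pecam1, an endothelial gene, fell by 1.52 and 1.13 at 1 and 2 weeks after HS and by 1.23 and 1.36 after FT, while Flt1 rose by 1.41 and 1.28 at 2 weeks after HS and FT. Of 7 erythroid genes, Alas2 alone was in the table and was not DE.

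Of 15 abundant neuron genes, 6 were lower at 72 h after HS and 7 after FT (6 and 8 adjusted over the list alone). After FT 5 were lower at 1 week and 3 at 2 weeks (6 and 7 over the list alone), and after HS 0 at both times (4 and 2 over the list alone; 7 and 6 at an unadjusted p under 0.05). With columns scaled to 1 total, which lowers injured values by construction, 10 were lower at 72 h after each injury. Of 10 abundant oligodendrocyte genes, Mal was lower at 2 weeks after FT (-2.18), with 3 adjusted over the list alone. Of 17 synaptic vesicle genes, a Table S2 list that the study picked from these samples, 10 were lower at 72 h after either injury, with medians of -1.07 and -1.16. None of 6 sex genes was DE, with at most 1 at an unadjusted p under 0.05 in any comparison and 0 adjusted over the list alone. Of 15 p53 targets, 14 were in the table, and Bax (1.10) and Ccng1 (1.18) were higher at 72 h after HS.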
